# Differential Impact of Tumor Suppressor Pathways on DNA Damage Response and Therapy-Induced Transformation in a Mouse Primary Cell Model

**DOI:** 10.1371/journal.pone.0008558

**Published:** 2010-01-01

**Authors:** A. Kathleen McClendon, Jeffry L. Dean, Adam Ertel, Erik S. Knudsen

## Abstract

The RB and p53 tumor suppressors are mediators of DNA damage response, and compound inactivation of RB and p53 is a common occurrence in human cancers. Surprisingly, their cooperation in DNA damage signaling in relation to tumorigenesis and therapeutic response remains enigmatic. In the context of individuals with heritable retinoblastoma, there is a predilection for secondary tumor development, which has been associated with the use of radiation-therapy to treat the primary tumor. Furthermore, while germline mutations of the p53 gene are critical drivers for cancer predisposition syndromes, it is postulated that extrinsic stresses play a major role in promoting varying tumor spectrums and disease severities. In light of these studies, we examined the tumor suppressor functions of these proteins when challenged by exposure to therapeutic stress. To examine the cooperation of RB and p53 in tumorigenesis, and in response to therapy-induced DNA damage, a combination of genetic deletion and dominant negative strategies was employed. Results indicate that loss/inactivation of RB and p53 is not sufficient for cellular transformation. However, these proteins played distinct roles in response to therapy-induced DNA damage and subsequent tumorigenesis. Specifically, RB status was critical for cellular response to damage and senescence, irrespective of p53 function. Loss of RB resulted in a dramatic evolution of gene expression as a result of alterations in epigenetic programming. Critically, the observed changes in gene expression have been specifically associated with tumorigenesis, and RB-deficient, recurred cells displayed oncogenic characteristics, as well as increased resistance to subsequent challenge with discrete therapeutic agents. Taken together, these findings indicate that tumor suppressor functions of RB and p53 are particularly manifest when challenged by cellular stress. In the face of such challenge, RB is a critical suppressor of tumorigenesis beyond p53, and RB-deficiency could promote significant cellular evolution, ultimately contributing to a more aggressive disease.

## Introduction

The response to genotoxic stress is a critical event that has broad implications to cancer. It is well appreciated that a number of environmental carcinogens act through the induction of DNA damage to promote tumor initiation [1], [2]. For example, Aflatoxin B1 elicits oxidative damage and is a key etiological factor for hepatocellular carcinoma [3], and exposure to solar radiation is a key risk factor for skin cancer [4]. While genotoxic agents are strongly linked to tumorigenesis, the cytotoxic effect of DNA damage is also a critical facet of cancer therapy. In fact, the majority of human tumors are treated using agents that are genotoxic compounds. A major caveat of such therapies is the possibility of inducing secondary primary malignancies, or exacerbating existing disease by promoting genomic instability or facilitating selection of aggressive, therapy-resistant forms of disease [5]. Clearly, understanding genetic alterations that influence these responses is critical for efficacious cancer treatment.

The retinoblastoma tumor suppressor (RB) is a regulator of the cell cycle that is functionally inactivated in a variety of human cancers [6], [7], [8]. RB functions as a negative regulator of a transcriptional program that is mediated by E2F transcription factors [9], [10]. Transcriptional targets of RB include genes involved in diverse processes, including DNA replication, cell cycle progression, DNA damage response, and apoptosis [11], [12], [13]. Correspondingly, the deletion of RB leads to the deregulation of these target genes in many model systems [14].

An important consequence of gene deregulation through RB loss is the propensity to facilitate bypass of the canonical DNA damage checkpoints that inhibit G1 and S-phase progression [15], [16]. This function of RB is similar to that of the p53 tumor suppressor [17], [18], [19], [20]. While there is evidence that RB and p53 function in related/partially overlapping pathways to modify cell cycle checkpoints, this point remains unresolved and is likely modified by discrete forms of DNA damage. Importantly, many tumors display disruption of both tumor suppressor pathways, suggesting intrinsic cooperation [21], [22], [23]. One basis for this cooperation is that while RB deficiency is associated with enhanced cell death, p53 deficiency facilitates cell survival [17], [18], [19], [24].

How RB and p53 cooperate in DNA damage signaling in relation to tumorigenesis and therapeutic response is not completely understood. In breast, lung, and prostate cancer models, RB deficiency was associated with enhanced sensitivity to cytotoxic therapy [8], [25], [26], [27]. However, increased sensitivity in such models did not lead to durable response, and recurrence can contribute to therapy-resistance. In the context of individuals with heritable retinoblastoma, there is a strong predilection for secondary tumor development [28], [29], [30]. Particularly, such secondary tumor development has been closely associated with the use of radiation-therapy to treat the primary retinoblastoma [28], [29], [31]. Similarly, while germline mutations of p53 are major drivers for cancer predisposition syndromes, identical mutations have been shown to result in widely varying tumor spectrums and severities in different patients [32]. It is postulated that extrinsic stresses (either environmental or therapy-induced) play a major role in promoting secondary “hits” that can lead to higher cancer predisposition [33], [34].

In light of these studies, we questioned whether the combined loss of RB and p53 is sufficient to drive tumorigenesis, or if the tumor suppressor functions of these proteins are only truly manifest when challenged by exposure to therapeutic stress. Our findings indicate that loss of RB and p53 alone is not sufficient for transformation. However, these proteins played distinct roles in the response to therapy-induced damage, and interestingly, RB was observed to be a critical modulator of DNA damage response and senescence, irrespective of p53 status. Consequently, RB deficiency promoted significant cellular evolution, ultimately resulting in tumorigenesis and enhanced therapeutic resistance.

## Materials and Methods

### Isolation of Primary Rb^loxP/loxP^ Mouse Adult Fibroblasts (MAFs) and Cell Culture

Primary mouse adult fibroblasts (MAFs) were isolated from floxed Rb (Rb^loxP/loxP^) mice and cultured as previously described [16]. Rb^loxP/loxP^ MAFs were then subcultured in DMEM containing 10% fetal bovine serum supplemented with 100 U/mL penicillin/streptomycin and 2 mM L-glutamine at 37°C in 5% CO_2_. All animal experiments were conducted in accordance with the NIH Guide for Care and Use of Laboratory Animals and were approved by the Thomas Jefferson University Institutional Animal Care and Use Committee.

### Viral Infections

Cells were infected with adenoviral constructs expressing green fluorescent protein (GFP) or GFP and Cre recombinase (GFP-Cre), with an infection efficiency of 90–95% as determined by GFP immunofluorescence. Recombination at the Rb locus of Rb^loxP/loxP^ MAFs was confirmed by PCR as previously described [35]. GFP MAFs and GFP-Cre MAFs were infected with retrovirus encoding LXSN or LXSN-p53DD, selected, and pooled for characterization as previously described [26].

### Immunoblot Analysis

Total cell lysates were resolved by SDS-PAGE and transferred to Immobilon-P membrane (Millipore, Bedford, MA). Proteins were detected using the following antibodies: from Santa Cruz Biotechnology- lamin B (M-20), MCM7 (141.2), Cyclin A (C-19), PCNA (PC10), p21 (C-19), phospho-ERK (E-4), ERK (K-23); from Novacastra Ltd.- p53 (CM5); from Neomarkers- Cyclin D1 (Ab-3).

### Cell Growth Analysis

1.5×10^5^ cells were seeded (Day 0), and every 24 h, cell numbers were counted using trypan blue exclusion. For cisplatin (CDDP) treatments, cells were treated 24 h after seeding, and plates were stained with 1% crystal violet at the indicated time points. Anchorage independent growth was facilitated through plating cells into non-coated Petri dishes. For 5-aza-2′-deoxycytidine (5-aza-dC) (Sigma-Aldrich, St. Louis, MO) treatments, cells were initially treated with 5 µM 5-aza-dC for 24 h, then subsequently treated for 5 days with 1 µM 5-aza-dC.

### BrdU Incorporation/Flow Cytometry

Cells were treated with CDDP (4 and 8 uM), Etoposide (1 uM), Camptothecin (5 uM), or Mitomycin C (2 uM) for 24 h, or CDDP (0.5 uM) up to 96 h, labeled with BrdU for 1 h, and processed for flow cytometry as previously described [35].

### β-galactosidase Assay

Cells were treated with CDDP (0.5 uM) for 48 h, and stained for β-galactosidase (β-gal) activity using a Senescence β-gal Staining Kit (Cell Signaling Technology, Danvers, MA). β-gal-positive cells were quantified and displayed as fold-increase in expression over untreated cells.

### Foci Formation

Cells were treated with CDDP (1 uM) for 24 h, allowed to recover in fresh media lacking CDDP, and stained with 1% crystal violet two weeks post-treatment. Foci formation was quantified by measuring the relative intensity of staining using ImageJ 1.41 software. Foci formation recovery assays were preformed with six independently treated cell populations.

### Microarray Analysis

RNA was harvested using TRIzol (Invitrogen, Carlsbad, CA) according to the manufacturer's suggested protocols and quantified on a Nanodrop ND-100 spectrophotometer. RNA quality was assessed by analysis on an Agilent 2100 bioanalyzer (Agilent, Palo Alto, CA). Two micrograms of total RNA from each cell type was used for Affymetrix one-cycle target labeling as recommended by the manufacturer (Affymetrix, Santa Clara, CA). Each Affymetrix GeneChip for Mouse Genome 430 2.0 was hybridized for 16 h with biotin-labeled fragmented cRNA (10 µg) in 200 µL of hybridization cocktail according to Affymetrix protocol. Arrays were washed and stained using GeneChip Fluidic Station 450, and hybridization signals were amplified using antibody amplification with goat IgG (Sigma-Aldrich, St. Louis, MO) and anit-streptavidin biotinylated antibody. Chips were scanned on an Affymetrix GeneChip Scanner 3000 using GeneChip Operating Software verson 3.0. Microarray normalization was performed by computing the Robust Multichip Average (RMA) expression measure [PMID: 12582260]. Significant genes changes were determined using Significance Analysis of Micorarrays (SAM) [PMID: 11309499] in the TM4 MultiExperiment Viewer (MeV) software package [PMID: 12613259]. Significant changes in gene expression were determined using a 1.5-fold cut-off in expression change and a FDR of <25%. Microarray analyses were performed on at least two independently generated (naïve or recurred) cell populations. The complete microarray gene list is included in Table S1. All microarray data are MIAME compliant and have been deposited in NCBI's Gene Expression Omnibus (GEO). Raw data is accessible through GEO Series accession number GSE18395.

Chromosome locations for the Mouse Genome 430 2.0 probe sets were extracted from the Mouse430_2 annotation file release 29, dated 7/1/2009, available from the Affymetrix website. Chromosome locations and fold-change values for the 1176 significant probe sets (<25% FDR and 1.5 fold-change) were imported into Matlab and log2 fold-change was plotted as a function of chromosome position.

### RT-PCR

RNA was harvested from cell cultures using TRIzol (Invitrogen, Carlsbad, CA) according to the manufacturer's suggested protocol. Superscript reverse transcriptase (Invitrogen, Carlsbad, CA) and 5 g of total RNA were used to generate cDNAs with random hexamer primers. PCR was carried out using the following primers: 5′-GTCACAGACCTGCAGTGGCTCAT-3′ and 5′-ATCTTGGAGTAAGACAGTGGTCC-3′ (Lumican), 5′-GCCACAACGTGGGCTACAA-3′ and 5′-ACCTCTGCCATGGTCTCGTG-3′ (Sfrp1), 5′-ATGGAAACCCTTTGTAAAAATGACT-3′ and 5′-TCTTGCTCTTTGTCTCCAGGATGAT-3′ (Sfrp2), 5′-GAAGGGCCAGTGTGAAAGTG-3′ and 5′-GGGCAGGATTGTTGGTTGAA-3′ (Clusterin), 5′-GTTGCCTTCGATGGGAAAAAG-3′ and 5′-TGGGACAGTCGTCTCTCTGGA-3′ (Gpr149), 5′-CAGACTCCAAAGGACATCGCAA-3′ and 5′-GTCAAAGGGTGACCCAGGAA-3′ (Pla2g7), 5′-ATCTTCCAGGAGCGAGACCCCA-3′ and 5′-TCCACAATGCCAAAGTTGTCATGG-3′ (GAPDH). PCR conditions were as follows: denaturation at 94°C for 30 s, annealing at 58°C for 30 s, and elongation at 72°C for 30 s for all reactions, with 30 cycles for SFRP1, Gpr149 and GAPDH, and 36 cycles for Lumican, SFRP2, Clusterin and Pla2g7.

### Immunofluorescence

For phalloidin staining, cells were plated on coverslips in 6-well dishes, fixed in 3.7% formaldehyde, and processed according to the manufacturer's protocol (Invitrogen Molecular Probes, Carlsbad, CA). For CDDP adduct detection, cells were plated on coverslips, treated with 8 µM CDDP for 24 h, fixed in 3.7% formaldehyde, and processed as previously described [36].

### Xenografts

Tumors were grown as xenografts in 6-week-old to 8-week-old female athymic nude mice (Harlan Sprague-Dawley, Inc.) by subcutaneous flank injection of 2×10^6^ cells in 150 µL of phosphate-buffered saline solution mixed with 50 µL of Matrigel (BD Biosciences, Bedford, MA). Once palpable, tumors were measured with calipers every 7 days, and tumor volume was calculated as *v = π(width^2^×length)/6*. Xenograft tumor formation assays were performed in two cohorts of nude mice with two independently generated (naïve or recurred) cell populations. All animal experiments were conducted in accordance with the NIH Guide for Care and Use of Laboratory Animals and were approved by the Thomas Jefferson University Institutional Animal Care and Use Committee.

### H&E Tissue Staining

Tissue from xenografts was fixed in 10% neutral buffered formalin (NBF), paraffin-embedded, and cut into 5 um sections. Sections were stained with H&E using standard techniques.

### Statistical Analysis

All statistical analyses were performed with GraphPad Prism (GraphPad Prism Software, Inc.) unless otherwise indicated. *P* values were calculated by performing Student's T-Tests.

## Results

### RB Mediates Acute Cell Cycle Arrest in Response to Therapy, Independent of p53 Status

To examine the cooperation of RB and p53 dysfunction in response to therapy-induced damage, primary adult fibroblasts (MAFs) were isolated from Rb^loxp/loxp^ mice and subjected to viral transduction targeting the *Rb* gene and/or the p53 protein. Specifically, MAFs were infected with adenovirus expressing either a GFP vector or GFP and Cre recombinase, which results in the deletion of exon 19 of *Rb* (Figure 1A, left panel). This recombination event has been established to result in the loss of RB protein expression [35], [37]. Additionally, RB-proficient and RB-deficient MAFs were infected with an empty retroviral vector, LXSN, or a retroviral vector expressing an N-terminally truncated dominant-negative form of murine p53, LXSN-p53DD (Figure 1A, right panel). Similar to previous reports, cells infected with LXSN-p53DD displayed an accumulation of endogenous p53 (Figure 1A, right panel, lanes 5–8). However, elevated levels of endogenous p53 did not result in up-regulation of p21 in the presence of the DNA damaging compound cisplatin (CDDP) (Figure 1A, right panel, compare lanes 2 and 4 to lanes 6 and 8), indicating that the response of the p53 pathway to DNA damage had been compromised [26], [38]. Introduction of LXSN-p53DD into MAFs resulted in increased levels of DNA replication (Figure 1B), as well as enhanced cell proliferation (Figure 1C) when compared to control cell populations. Interestingly, RB and p53 deficiency resulted in additive effects on proliferation in extended culture, resulting in a >2-fold growth advantage as compared to cells harboring a single tumor suppressor deficiency (Figure 1C).

**Figure 1:**
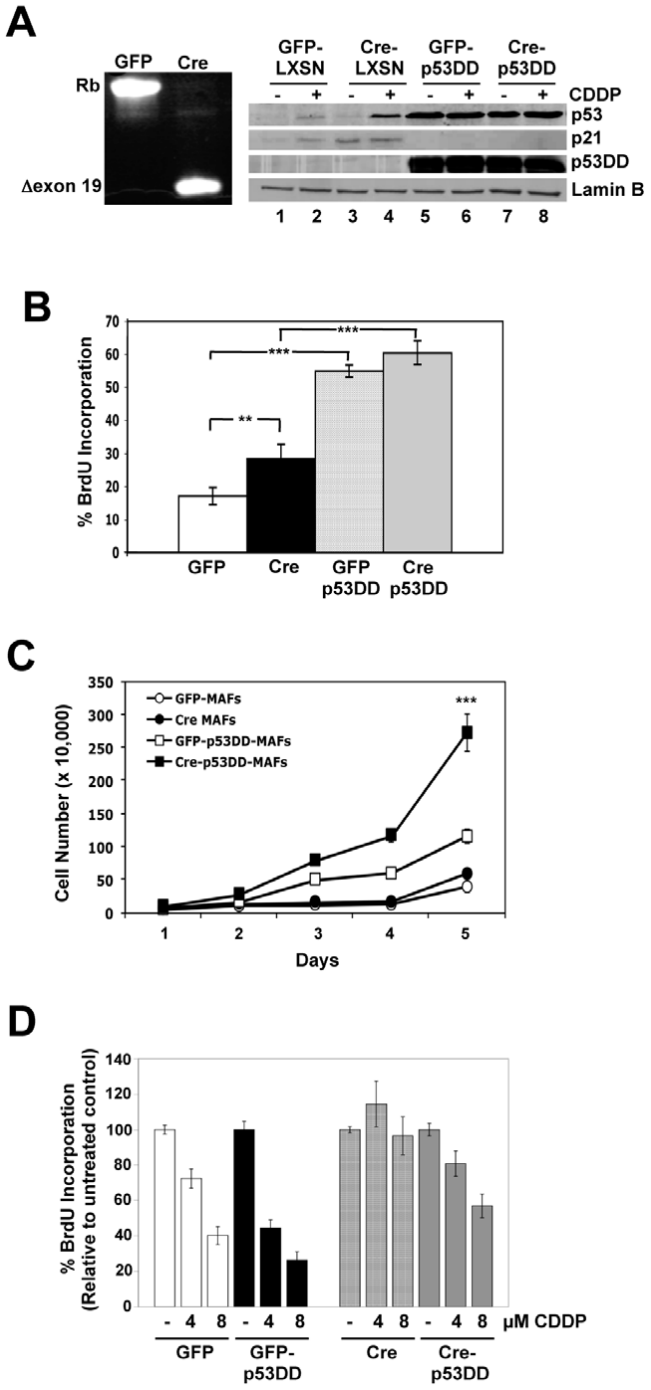
Characterization of RB/p53 cooperation in cell growth and acute DNA damage response. (A) Mouse adult fibroblasts isolated from Rb^loxP/loxP^ mice were infected with adenoviral GFP or GFP-Cre. Recombination was examined by PCR using primer sequences flanking *Rb* exon 19. MAFs were subsequently infected with retroviruses encoding LXSN or LXSN-p53DD. Cells were treated with 8 µM CDDP for 24 h, and total protein lysates were immunoblotted for p53 and p21. Lamin B served as a loading control. (B) Cells were cultured in normal growth media, pulsed with BrdU for 1 h prior to harvesting, stained with FITC-anti-BrdU and PI and analyzed by flow cytometry. Average percent BrdU incorporation is shown. **p<0.0054, ***p<0.0002 (C) Cells were cultured in normal growth media and viable cells were counted every 24 h. ***p<0.0001 (D) Cells were treated with 4 or 8 µM CDDP for 24 h, pulsed with BrdU for 1 h prior to harvesting, stained with FITC-anti-BrdU and PI, and analyzed by flow cytometry. Average percent BrdU incorporation relative to untreated controls is shown. ***p<0.0001.

Previous studies have shown that loss of RB or p53 results in bypass of the G_1_/S checkpoint normally triggered by DNA damage [15], [16]. To examine the cooperation of RB and p53 deficiency in bypass of therapy-induced damage, cells were challenged with cisplatin (CDDP) for 24 hours, and DNA replication was monitored by BrdU incorporation (Figure 1D). RB-proficient cells displayed a significant decrease in DNA replication upon exposure to CDDP, independent of p53 status. In contrast, loss of RB resulted in bypass of DNA damage-mediated cell cycle arrest, though some sensitivity is observed at higher concentrations (Figure 1D). These data suggest that while both the RB and p53 pathways play a role in regulating normal cell proliferation, RB function is dominant for cell cycle checkpoint response to therapy-induced damage.

### RB Status Is Critical for Maintaining Cell Cycle Arrest and Initiating Cellular Senescence in the Absence of a Functional p53 Pathway

To mimic clinically relevant exposure to therapies, such as CDDP, we next monitored the ability of the cells to proliferate under continuous, low-dose (0.5 uM) CDDP treatment. Levels of DNA replication in RB-proficient p53DD cells decreased by ∼70% in the presence CDDP over the course of 4 days (Figure 2A, top and left panel). In contrast, levels of DNA replication were diminished by only ∼20% in RB-deficient p53DD cells, confirming the importance of RB in not only initiating cell cycle checkpoints while p53 is disabled, but also in maintaining cell cycle arrest. Concomitantly, cell cycle and replication proteins such as Cyclin A, MCM7 and PCNA are nearly undetectable in RB-proficient cells after a prolonged exposure to CDDP, while these same proteins are detected at equal levels in RB-deficient cells under the same treatment (Figure 2A, right panel). Furthermore, RB-proficient p53DD cells displayed a senescent-like morphology as early as 2 days after exposure to CDDP, while RB-deficient cells grew uninhibited in the presence of CDDP (Figure 2B, left panel). As a direct test of cellular senescence, RB-proficient cells displayed a 4- to 5-fold increase in β-galactosidase staining over both the untreated control cells and the RB-deficient cells in the absence or presence of CDDP (Figure 2B, right panel).

**Figure 2:**
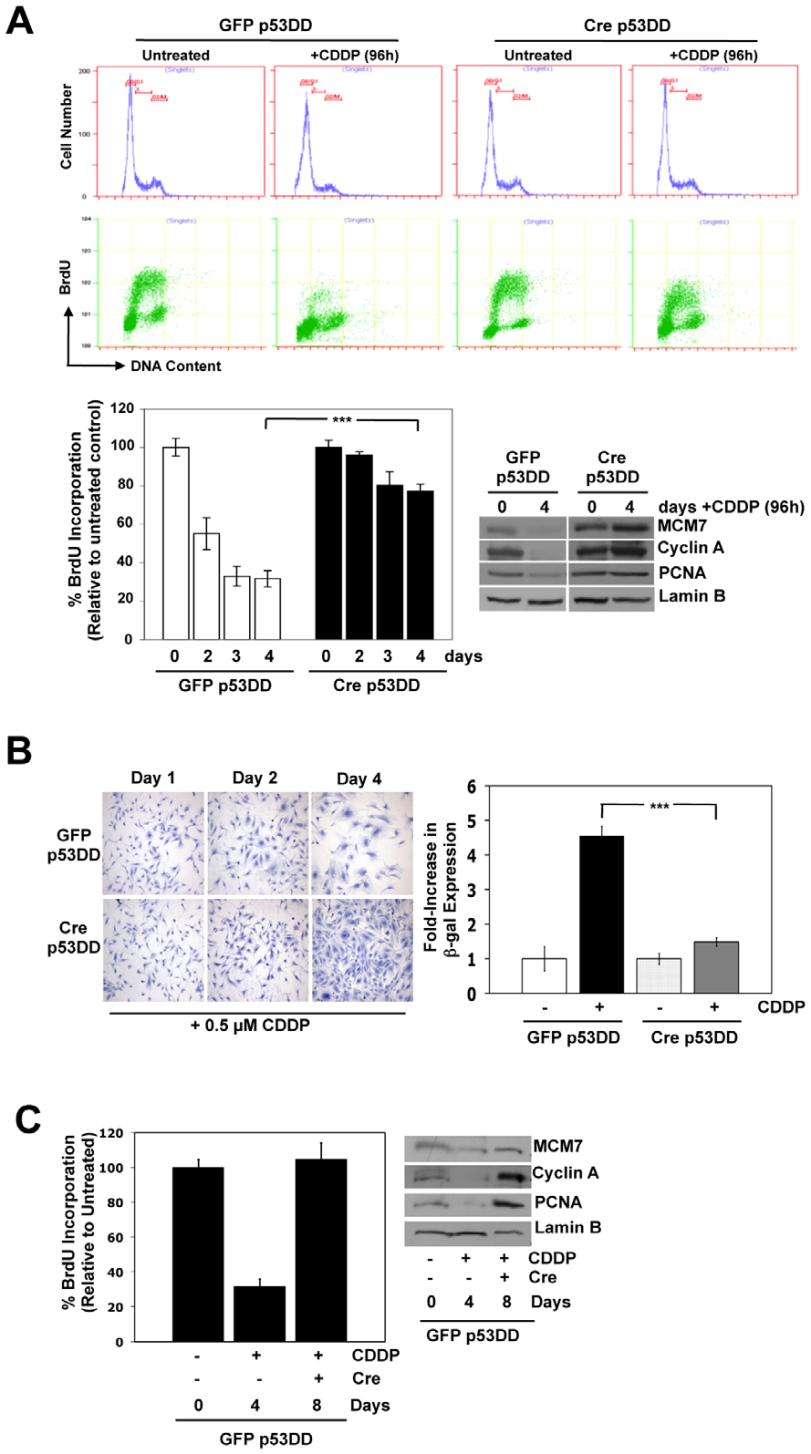
RB status mediates cell growth vs. senescence in response to chronic therapy-induced damage, independent of p53 status. (A) Cells were treated with 0.5 µM CDDP for 4 days. Cells were treated with 0.5 µM CDDP for 24 h, pulsed with BrdU for 1 h prior to harvesting, stained with FITC-anti-BrdU and PI, and analyzed by flow cytometry. *Top*, representative traces for both PI and BrdU staining are shown. *Left*, average percent BrdU incorporation relative to untreated controls is shown. ***p<0.0001 *Right*, total protein lysates were immunoblotted for the indicated proteins. Lamin B served as a loading control. (B) *Left*, cells were cultured in 0.5 µM CDDP, and viable cells were stained with crystal violet. *Right*, cells were treated with 0.5 µM CDDP for 2 days and stained for β-gal activity. Fold-increase in β-gal activity relative to untreated controls is shown. ***p<0.0001 (C) Four days post-CDDP exposure, RB-proficient cells were subjected to adenoviral infection to delete *Rb*. *Left*, four days post-infection, cells were pulsed with BrdU for 1 h prior to harvesting and processed as described in (A). *Right*, total protein lysates were prepared at each time point for immunoblot analysis. Lamin B served as a loading control.

To further interrogate whether the presence of RB is responsible for the maintenance of cell cycle arrest, RB-proficient p53DD cells were exposed to CDDP for 4 days, resulting in significant cell cycle arrest and appearance of senescent cells. These cells were then infected with Cre recombinase-encoding adenoviruses to delete *Rb*. Upon *Rb* deletion, cells escaped from cell cycle arrest and began replicating at levels equivalent to the original untreated cell population (Figure 2C, left panel). Correspondingly, levels of cell cycle and replication proteins were dramatically enhanced (Figure 2C, right panel). Thus, these studies indicate that RB status is not only required for the initiation of cell cycle arrest by DNA damaging agents, but RB actively participates in the maintenance of such cell cycle withdrawal in the presence of a disabled p53 pathway.

### RB-Deficiency Promotes Aggressive Recovery from Therapy-Induced Damage and Dramatic Alterations in Gene Expression

To evaluate the ability of cells deficient in RB and/or p53 to recover from therapy-induced damage, cells were treated with CDDP for 24 h and then allowed to recover in fresh media without CDDP. Initial recovery experiments were performed with six independently treated cell populations (Figure 3A), and all subsequent assays were preformed with a minimum of two independent, recovered cell populations. Two weeks post-CDDP exposure, RB-proficient p53DD cells slowly recovered from treatment and resumed proliferation (Figure 3A). In contrast, RB-deficient p53DD cells recovered faster and very aggressively from treatment, forming cell foci with a density ∼3-fold greater than that of the RB-proficient cells, as determined by intensity of crystal violet staining (Figure 3A). Upon further evaluation of the recurred, RB- and/or p53-deficient cell populations, the RB-deficient, recurred cells grew ∼3–4 times faster than the recurred, RB-proficient cells, and with twice the kinetics of the naïve, RB-deficient cells (Figure 3B, left panel). Interestingly, the enhanced growth rate did not correspond to increased levels of cell cycle and/or replication proteins (Figure 3B, right panel), indicating that cell characteristics beyond those directly mediated by the RB pathway may have been altered.

**Figure 3:**
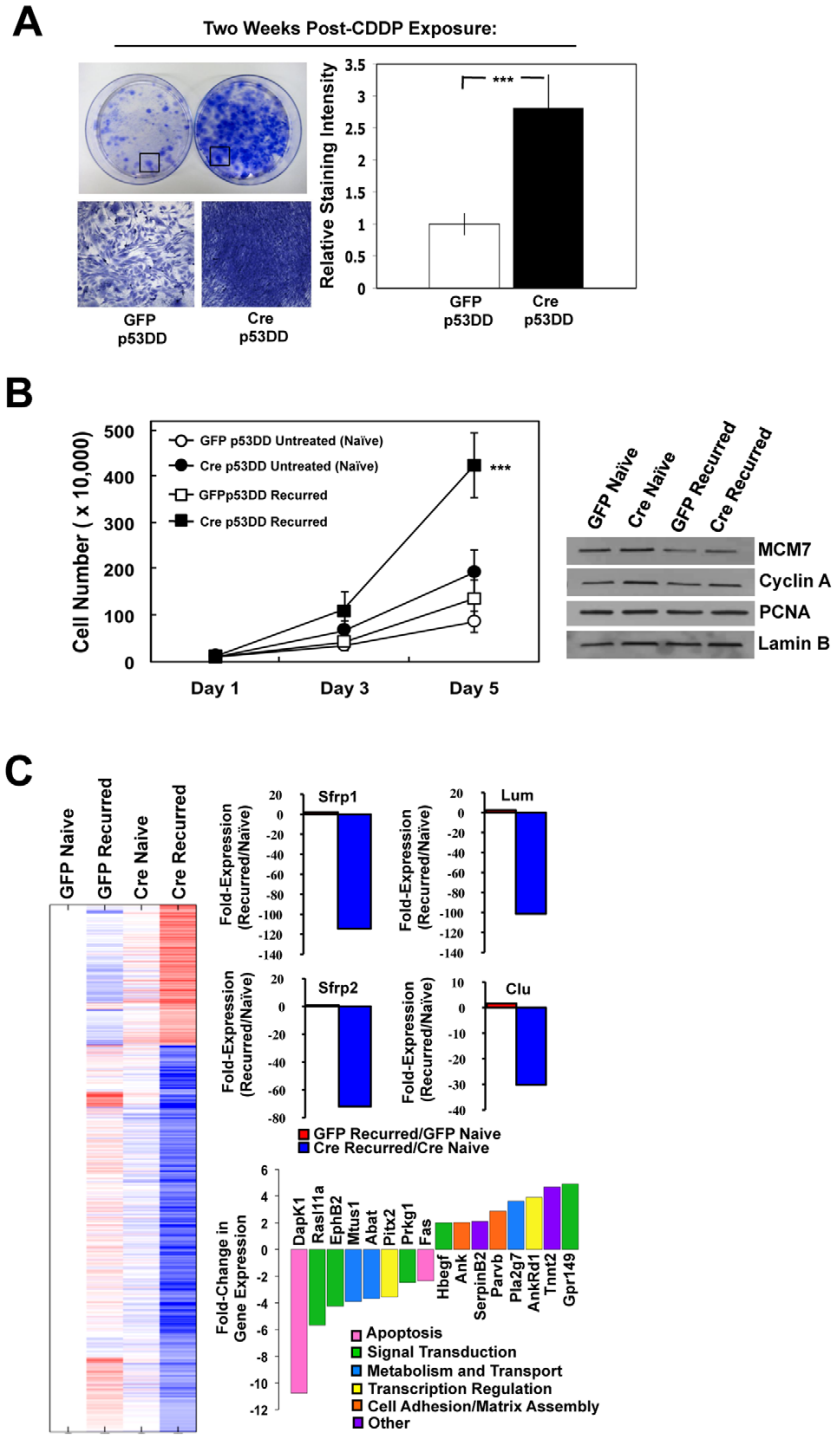
RB loss promotes aggressive recovery from therapy-induced damage and significant alterations in gene expression. (A) Cells were treated with 1 uM CDDP for 24 h, allowed to recover in fresh media, and stained with crystal violet two weeks post-treatment. Relative staining intensities from six independent experiments were quantified. ***p<0.0001 (B) *Left*, cells were cultured in normal growth media, and viable cells were counted over a course of 5 days. ***p<0.0001 *Right*, total protein lysates were immunoblotted for the indicated proteins. Lamin B served as a loading control. (C) Gene expression data was averaged for each cell line and normalized to the RB-proficient p53DD, untreated cell population (GFP Naïve). *Left*, changes in gene expression are displayed as a heat map. *Right*, those genes with specific involvement in transformation are highlighted in bar graphs. Gene expression values are displayed as fold-change in gene expression.

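Gene expression was compared between 4 populations of mouse adult fibroblasts (MAFs), all of which carried p53DD, a dominant negative form of p53 that blocks the p53 protein of the cell. The GFP Naïve cells kept Rb1, the gene of the retinoblastoma protein RB, and had not been treated, and the Cre Naïve cells had lost a floxed part of Rb1 to Cre recombinase. The GFP Recurred and Cre Recurred cells were the same kinds of cells after CDDP for 24 h and outgrowth in fresh media. The dose, 1 µM, is the one given in the legend of Fig. 3A. Each population was measured on 2 arrays, so there were 8 arrays in all, and the methods state that at least 2 independently generated populations were used. The authors deposited log2 signals from the RMA procedure, 1 per probe set, and these were used as deposited. The study called changes with SAM, whereas limma was used here, with a SAM-type statistic beside it. The median log2 signal of an array lay between 5.37 and 5.41. A linear model with 1 mean per population was fitted, which estimates the spread of each probe set from all 4 populations and moderates it with the spread of all other probe sets. Adjusted p values were taken over 45037 probe sets after 64 control probe sets had been left out. The study's thresholds are a difference of 1.5-fold or more and an FDR under 25%, read here as an adjusted p under 0.25. A gene is said to have risen or fallen only at a stricter adjusted p under 0.05 with the same 1.5-fold difference. The number of arrays limits the precision, since an exact permutation test of 2 arrays against 2 cannot give a two-sided p below 0.333. In simulated data of this size in which 200 probe sets differed, the study's thresholds found 73.5% of 2-fold differences and 96% of 4-fold differences, and the stricter threshold found 0% and 94.5%. At the study's thresholds 63 and 75 unchanged probe sets were called as well in these 2 cases, and the SAM-type statistic found 0.5% of 2-fold and 94.5% of 4-fold differences. These percentages hold for the simulated data and need not hold on the arrays. There the gene Clu, 7.62-fold lower in the Cre Recurred than in the Cre Naïve cells at its brightest probe set, had an adjusted p of 0.36 from limma. Before the deposited values were examined, 35 lists of genes were written down. Of these lists, 3 hold genes that the study shows in Fig. 3C and Fig. 4B, and values of Fig. 3C and Table S1 had been seen by then. For each list the number of genes passing is given with the result of camera, which compares the genes of a list with all other genes.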

To define the basis of the aforementioned changes in cell growth, gene expression profiling of each cell population was determined using the Affymetrix GeneChip Mouse Genome 430 2.0 Array. Gene expression values were normalized to the RB-proficient p53DD, untreated cells (GFP Naïve), and significant changes in gene expression were determined using a 1.5-fold cut-off and a FDR of <25%. These data are displayed as a heat map in Figure 3C (left panel). 

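Rb1, the gene from which Cre recombinase removed a floxed part, encodes the protein that holds E2F transcription factors in check. At its brighter probe set the log2 signal was 7.98 and 8.07 on the GFP Naïve arrays against 6.21 and 5.72 on the Cre Naïve arrays. The log2 fold change was -2.06 (standard error 0.26, n = 2 arrays per population), and its adjusted p from limma was 1. Even the lower transcript signal of the engineered gene thus did not pass, which does not bear on the deletion itself. A dimmer Rb1 probe set, with signals from 3.52 to 4.47 on the 8 arrays, had a log2 fold change of 0.53. Mcm7, Ccna2 and Pcna, replication and cell cycle genes that E2F factors activate, had log2 fold changes of 0.28, 0.37 and 0. Ccnd1, which encodes cyclin D1, had a log2 fold change of -0.64, and Cdkn1a, which encodes the kinase inhibitor p21, one of 0.60. Across all 45037 probe sets, 0 passed the study's thresholds between the Cre Naïve and the GFP Naïve cells in limma, and the smallest adjusted p was 0.997. An unadjusted p under 0.05 was found for 1159 probe sets, 314 of them with a difference of 1.5-fold or more. By a statistic of the type used in SAM, 0 probe sets passed as well. Ignoring any test, 1312 probe sets differed by 1.5-fold or more, with log2 fold changes from -2.69 to 2.53. The pair of Cre Naïve arrays differed widely. Cre Naïve replicate 1 was nearest to GFP Naïve replicate 1 (Pearson r across probe sets 0.9941), whereas Cre Naïve replicate 2 was nearest to Cre Recurred replicate 2 (r = 0.9917) and had an r of 0.9855 with its own replicate. Probe sets are not independent replicates. When Cre Naïve replicate 1 was left out, 275 probe sets passed the study's thresholds, 110 higher and 165 lower, and 2 passed the stricter one. Without GFP Naïve replicate 1 the study's thresholds were passed by 2 probe sets, and without Cre Naïve replicate 2 by 1.

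**Figure D1:**
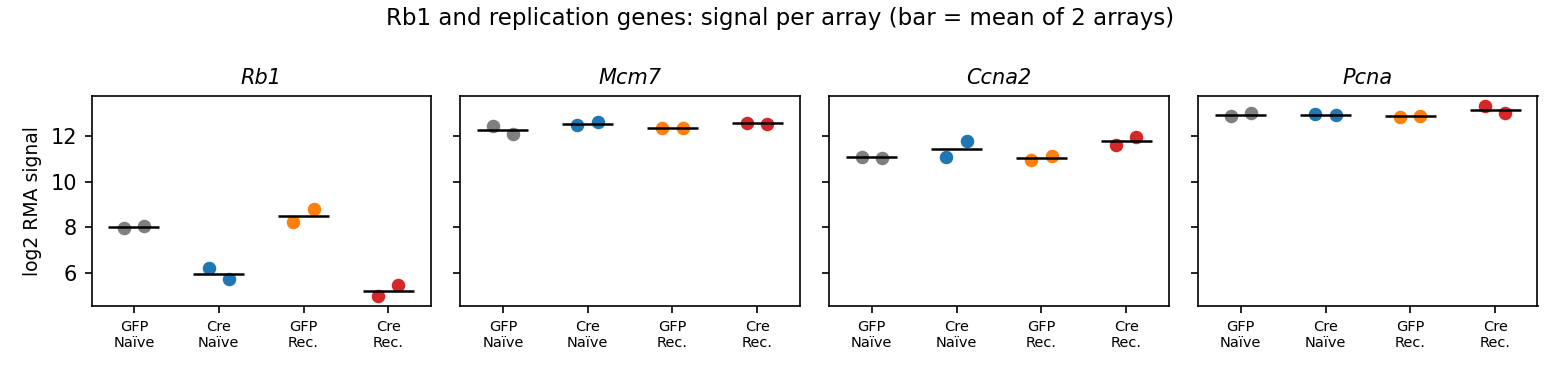
Log2 RMA signal of Rb1, Mcm7, Ccna2 and Pcna on each of the 8 arrays, with the mean of the 2 arrays of each population as a bar. The Cre arrays lie between 4.98 and 6.21 for Rb1 and the GFP arrays between 7.98 and 8.78.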

Only modest changes in gene expression were observed between the RB-proficient and RB-deficient p53DD, untreated cells, which were not significant based on the aforementioned statistics. Similarly, comparison of the RB-proficient, naïve and recurred cells (GFP Recurred vs. GFP Naïve) indicated relatively modest alterations in gene expression. In contrast, the RB/p53-deficient cells that had been treated with CDDP (Cre Recurred) displayed dramatic alterations in gene expression not observed in any other cell population (Figure 3C). 

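Tnfrsf11b, which encodes osteoprotegerin, a secreted decoy receptor of the TNF receptor family, was 5.24-fold higher in the GFP Recurred than in the GFP Naïve cells at the study's thresholds (log2 fold change 2.39, standard error 0.23, adjusted p = 0.17 from limma). It was 1 of 6 probe sets that passed, 4 of them higher and 2 lower. The others with a gene symbol were Thsd4, a protein of microfibrils, with a log2 fold change of 2.06 (adjusted p = 0.17), the splicing regulator Mbnl3 with -1.55 (adjusted p = 0.17) and the transcription factor Gata2 with -1.30 (adjusted p = 0.21). These 3 genes were chosen after their values had been seen. At the stricter threshold 0 probe sets passed. The unadjusted p was under 0.05 for 2485 probe sets, the smallest adjusted p was 0.132, and the SAM-type statistic called 379 probe sets at the study's thresholds and 9 at the stricter one. Among the gene lists, the collagens had a median log2 fold change of 0.37 with 27 of 32 genes positive, among them Col6a3 at 0.90, Col4a3 at 0.46 and Col4a1 at 0.43. The collagen with the smallest adjusted p, Col8a1, went the other way, with -1.39 (standard error 0.28, adjusted p = 0.74). The small leucine-rich proteoglycans, which coat collagen fibrils, had a median of 0.33 with 13 of 15 positive, among them Aspn at 2.24, Omd at 0.77 and Podn at 0.55. Camera placed both lists above other genes (adjusted p = 0.0069 for each, and adjusted p = 0.83 with an estimated correlation). Interferon response genes, such as Zbp1 and Oas1a with log2 fold changes of 1.45 and 1.12, had a median of 0.33 and 36 of 42 genes positive (camera adjusted p = 0.00082, and 0.83 with an estimated correlation). Genes of the actin cytoskeleton (median 0.12, adjusted p = 0.018) and imprinted genes (median 0.16, adjusted p = 0.022) were placed higher too, and G1/S E2F targets lower (median -0.12, adjusted p = 0.026), with an adjusted p of 0.83 with an estimated correlation for all 3. No gene of these 6 lists passed at either threshold or when adjusted over the list alone. Each of the 6 list results was lost when GFP Naïve replicate 2 was left out (camera adjusted p from 0.27 to 0.96, with a median of 0.01 for the interferon response genes) or GFP Recurred replicate 2 (0.095 to 0.44), and those of the imprinted genes and the E2F targets also without GFP Recurred replicate 1 (0.079 for both). Without dim genes the proteoglycans had an adjusted p of 0.18 and the E2F targets one of 0.10. The count of 6 at the study's thresholds was 172 without GFP Naïve replicate 2, 23 without either Cre Naïve array, 3 without GFP Recurred replicate 1 and 1 without GFP Recurred replicate 2. It was 11 with array weights, 1 with a test against a fold of 1.2, and 0 without dim probe sets or with the replicate number as a block. At the stricter threshold 3 probe sets passed without GFP Naïve replicate 2, 1 without either Cre Naïve array, and 1 with a trended and robust prior.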

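The genes named here were taken from those past the stricter threshold whose arrays do not overlap between the Cre Recurred and the Cre Naïve cells. Their falls are not the largest of all. Sfrp1 had a log2 fold change of -6.74, and Lum, which did not pass that threshold, one of -6.31. Rbp4, which encodes the retinol carrier of plasma, had a log2 fold change of -4.30 (standard error 0.37, n = 2 arrays per population, adjusted p = 0.029 from limma), and the zinc finger gene Tshz2 one of -4.27 (standard error 0.40, adjusted p = 0.034). Tfpi2, a secreted inhibitor of serine proteases of the matrix, fell to 12.8-fold lower (log2 fold change -3.68, adjusted p = 0.037), and Rgs4, which limits signalling by G protein-coupled receptors, had a log2 fold change of -2.53 (adjusted p = 0.015). Dppa2, a gene of early embryos and germ cells, rose from 3.04 and 3.69 on the log2 scale in the Cre Naïve cells to 6.19 and 6.55 (log2 fold change 3.01, standard error 0.26, adjusted p = 0.03). The adaptor gene Ap1s3 (1.98) and Rgs20 (1.92) also rose. Not all probe sets of these genes passed: a further probe set of Rgs20 had 0.13, and of Tshz2 -0.31. For 2210016F16Rik, which had a log2 fold change of -3.55 at its brightest probe set, another probe set had 0.25. At the study's thresholds 524 probe sets differed, 175 higher and 349 lower, and at the stricter threshold 24, of which 4 were higher and 20 lower. The first principal component held 47.7% of the variance and separated both Cre Recurred arrays, at 80.4 and 56.3, from the GFP arrays, which lay from -41.9 to -13.5. Cre Naïve replicate 1 lay at -40 and Cre Naïve replicate 2 at 22.9. The count of 524 moved with the arrays used: it was 2895 without Cre Naïve replicate 2, 207 without Cre Naïve replicate 1, 2789 without Cre Recurred replicate 2, 19 without Cre Recurred replicate 1, and 54 without either GFP Recurred array. It also moved to 55 with only the compared arrays, 303 with array weights, 125 by the SAM-type statistic and 114 with a test against a fold of 1.2. The array weights were equal within each population (0.781 for both Cre Naïve arrays), so they weighed populations and not single arrays. The stricter count was 279 without Cre Naïve replicate 2, 40 with a trended and robust prior and 15 with the replicate number as a block. It was 0 with only the compared arrays and 0 without GFP Recurred replicate 1, GFP Recurred replicate 2 or Cre Recurred replicate 1, so each rise or fall named here was lost in those 3 cases. Without Cre Naïve replicate 1 the calls of Rbp4, Tfpi2, Dppa2, Ap1s3 and Rgs20 were lost (adjusted p from 0.055 to 0.12), and without Cre Recurred replicate 2 those of Tshz2, Tfpi2, Dppa2, Ap1s3 and Rgs20 (0.07 to 0.081). That of Tshz2 was also lost without GFP Naïve replicate 1 or GFP Naïve replicate 2 (0.058).

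**Figure D2:**
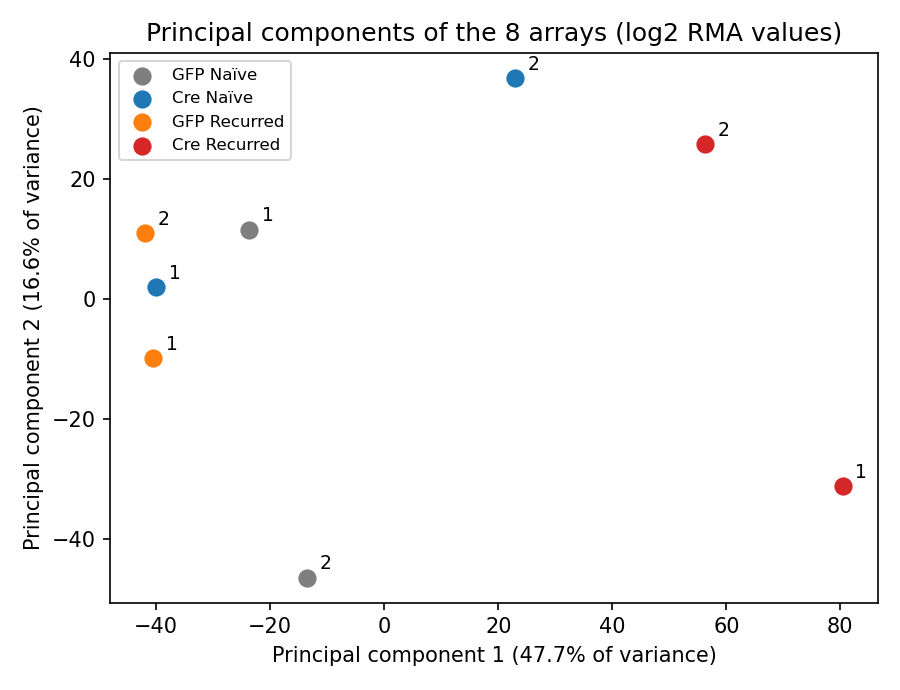
First and second principal components of the log2 RMA signals of the 8 arrays, which held 47.7% and 16.6% of the variance. Points are arrays, numbered by replicate and coloured by population, with Cre Naïve replicate 2 at 22.9 on the first component.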

Gene ontology analyses did not identify a single key pathway altered in these cell populations. However, the genes that were significantly modified in this population included those previously shown to suppress transformation (Figure 3C, top right panel) [39], [40], [41], [42], [43]. Additionally, the RB-deficient p53DD, recurred cells exhibited alterations in gene expression that were in accord with a recently described signature of cooperative transformation (Figure 3C, bottom right panel) [44]. Thus, CDDP damage, in the absence of RB and p53, yielded a complex gene expression program that had hallmarks associated with a transformed/oncogenic phenotype.

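Secreted inflammatory factors, chemokines, cytokines and related proteins through which fibroblasts signal to immune cells, were placed lower in the Cre Recurred than in the Cre Naïve cells by camera at its preset correlation, but not with an estimated correlation (adjusted p = 7.9e-07 and 0.41), and none of the 40 measured genes rose or fell. Among them were Inhbb, a subunit of activins and inhibins, with a log2 fold change of -3.57 (standard error 0.53, adjusted p = 0.11 from limma), Il1rn, the interleukin 1 receptor antagonist, with -3.95 (adjusted p = 0.18), and Tnfrsf11b with -2.12 (adjusted p = 0.052). Genes that mark fibroblasts were placed lower in the same way, which an estimated correlation did not keep (adjusted p = 6e-04 and 0.41), and none of the 16 passed, also when adjusted over the list alone. Among them Fap, Prrx1 and Twist1 had log2 fold changes of -2.16, -1.03 and -0.54, while Thy1 had 0.88. Of 40 secreted factors, 31 were negative, with a median of -0.73. Of these, 3 were lower at the study's thresholds, and 6 were lower when adjusted over the list alone. Of 16 fibroblast markers, 14 were negative (median -0.52). Of 49 matrix glycoproteins and crosslinkers, 36 were negative (median -0.43, camera adjusted p = 4.3e-05, and adjusted p = 0.48 with an estimated correlation). At the study's thresholds Smoc2 (-2.95) and Tnc (-1.84) were lower and the crosslinker Loxl4 (1.22) was higher, and the same numbers, 1 higher and 2 lower, passed when adjusted over the list alone. Of 25 matrix metalloproteinases and inhibitors, 17 were negative (median -0.49, adjusted p = 0.011, and adjusted p = 0.41 with an estimated correlation). None passed among all genes, and 3 were lower when adjusted over the list alone, with Mmp3 at -3.76 and Mmp23 at -3.26. Without Cre Naïve replicate 1 this list was no longer placed lower (median -0.26, adjusted p = 0.07). Among 11 mesothelial markers Msln (2.14) and Krt7 (0.76) were higher at the study's thresholds, and also when adjusted over the list alone. Camera did not separate this list (adjusted p = 0.11), and fry, which tests whether the genes move one way on balance, gave an adjusted p of 0.044. Dppa2 was the only one of 43 germline genes to rise (median of the list 0.08, adjusted p = 0.49 from camera). Camera placed 8 of 34 lists apart from other genes, 7 lower and 1 higher. Of the lower lists, 2 hold genes that the study chose on these arrays (Fig. 3C and Fig. 4B), so their placement is not independent evidence. With an estimated correlation the number was 0, and fry called none of the 8 and 1 other list, the mesothelial markers. The Cre Recurred replicates differed in these lists: relative to the mean of all arrays, the matrix glycoproteins had a median of -0.70 on replicate 1 and -0.02 on replicate 2, and the fibroblast markers -0.77 and -0.18. The secreted factors had -0.78 and -0.59, against 0.31 and -0.09 on the Cre Naïve arrays.

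**Figure D3:**
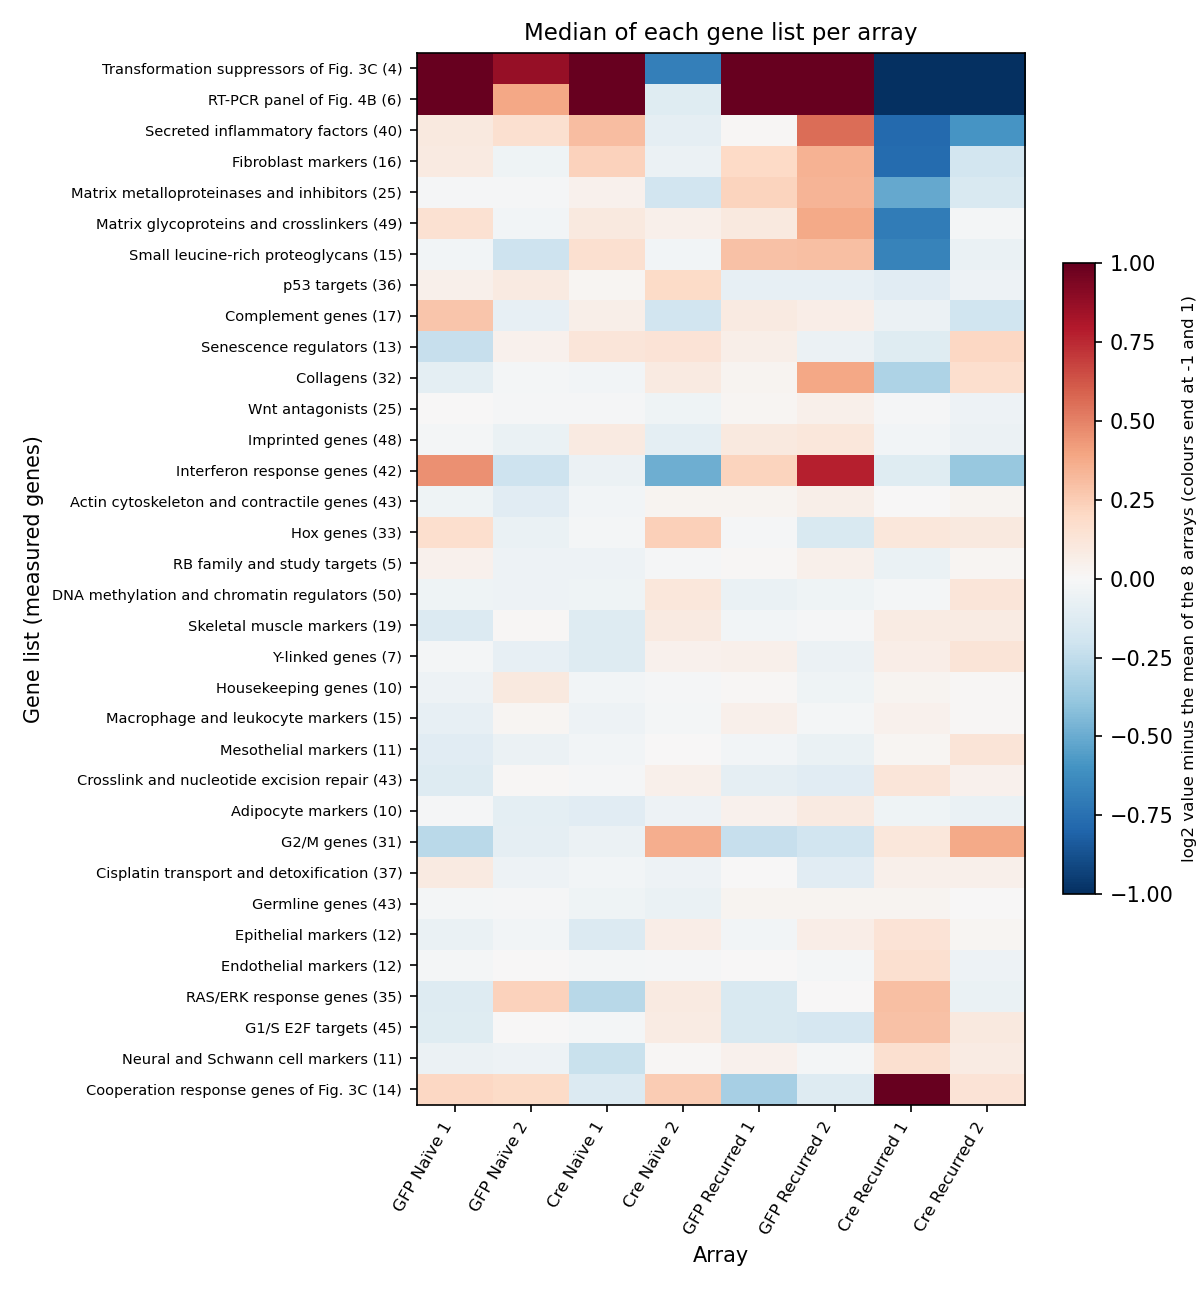
Median log2 signal of each of 34 gene lists on each of the 8 arrays, relative to the mean of all arrays, with the number of genes measured in brackets and colours ending at -1 and 1. The secreted inflammatory factors had -0.78 and -0.59 on the Cre Recurred arrays.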

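Sfrp1 and Sfrp2 encode secreted frizzled-related proteins, which bind Wnt ligands outside the cell and keep them from their receptors. Lum encodes lumican, a proteoglycan that organizes collagen fibrils, and Clu encodes clusterin, a secreted chaperone. Sfrp1, on chromosome 8, fell from log2 signals of 11.60 and 9.60 in the Cre Naïve cells to 3.10 and 4.63 in the Cre Recurred cells (log2 fold change -6.74, standard error 0.68, n = 2 arrays per population, adjusted p = 0.041 from limma). A second of its 5 probe sets passed too, with -5.75 (adjusted p = 0.034), and the other 3, with -4.26, -4.73 and -1.45, did not. Lum, on chromosome 10, had signals of 13.15 and 10.35 against 4.61 and 6.28, a log2 fold change of -6.31 (standard error 0.93, adjusted p = 0.11). Sfrp2, on chromosome 3, had 10.76 and 7.05 against 3.66 and 3.62, a log2 fold change of -5.26 (standard error 1.01, adjusted p = 0.20). These 2 genes were lower at the study's thresholds only. The 4 probe sets of Clu, on chromosome 14, had log2 fold changes from -2.93 to -4.16 and adjusted p values of 0.30 to 0.36, which pass neither threshold. In all 4 genes Cre Naïve replicate 2 lay below Cre Naïve replicate 1, by more than the difference between the GFP Recurred arrays. Without it the log2 fold change of Sfrp2 was -7.12 (adjusted p = 0.00096) and that of Lum -7.70 (adjusted p = 0.016). Without Cre Naïve replicate 1, Sfrp2 had -3.41 (adjusted p = 0.045). At the probe set of Sfrp1 with the largest fall, the call was lost without any 1 array other than Cre Naïve replicate 2. The adjusted p was 0.071 without GFP Naïve replicate 1 or GFP Naïve replicate 2, 0.055 without Cre Naïve replicate 1, 0.15 without GFP Recurred replicate 1 or GFP Recurred replicate 2, 0.31 without Cre Recurred replicate 1 and 0.056 without Cre Recurred replicate 2. With the replicate number as a block it was 0.085. As a list of 4 these genes had a median of -5.51 (camera adjusted p = 3.7e-06, and adjusted p = 0.41 with an estimated correlation), with 1 gene fallen, 3 lower at the study's thresholds and 4 when adjusted over the list alone. The study chose them on these arrays, so neither the result of camera nor the count adjusted over the list alone is independent evidence. Among 25 Wnt antagonists as a whole, Sfrp1 alone fell and 4 genes were lower at the study's thresholds, with 5 lower when adjusted over the list alone. The list's median was -0.09 (camera adjusted p = 0.13, and adjusted p = 0.41 with an estimated correlation).

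**Figure D4:**
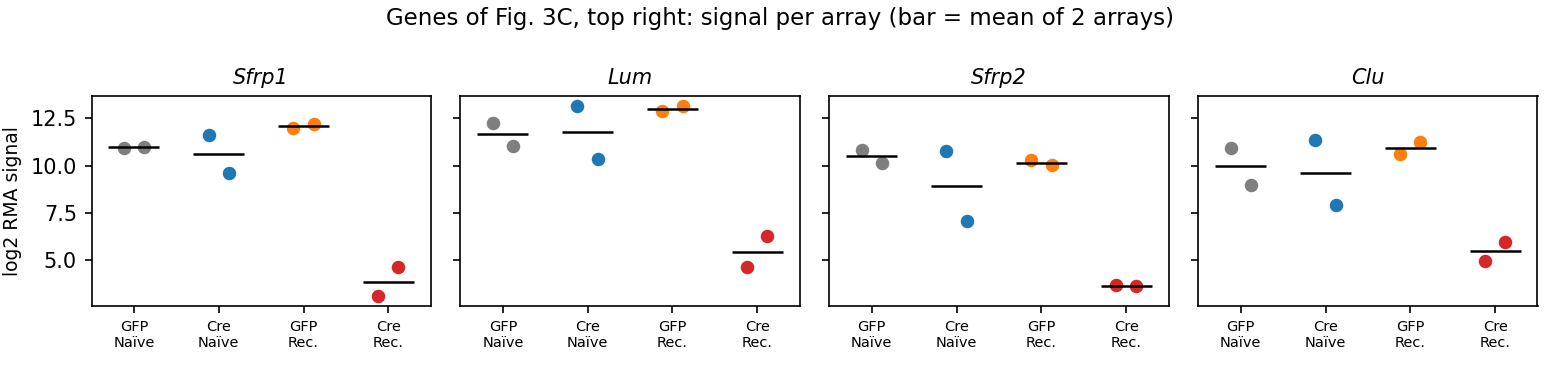
Log2 RMA signal of Sfrp1, Lum, Sfrp2 and Clu on each of the 8 arrays, with the mean of the 2 arrays of each population as a bar, at the probe set with the largest difference. Sfrp1 lies at 3.10 and 4.63 on the Cre Recurred arrays.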

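The genes of Fig. 3C, bottom right, include Prkg1, a cGMP-dependent protein kinase, Dapk1, a kinase of cell death, and the death receptor gene Fas on the lower side. On the higher side are Gpr149, an orphan receptor, the secreted lipase Pla2g7, the cardiac troponin gene Tnnt2 and Hbegf, a ligand of the EGF receptor. Of this list 14 genes were measured. Prkg1 was lower at the study's thresholds (log2 fold change -1.51, standard error 0.22, adjusted p = 0.11 from limma, Cre Recurred over Cre Naïve). No other gene of the list passed them, and none rose or fell. Rasl11a had a log2 fold change of -2.90 (standard error 0.85, adjusted p = 0.32), Dapk1 -2.66 (standard error 0.78, adjusted p = 0.32) and Fas -1.35 (adjusted p = 0.36). Mtus1 and Abat had -1.26 and -1.22. The log2 signal of Dapk1 was 9.49 on Cre Naïve replicate 1 and 6.71 on Cre Naïve replicate 2. Without the latter array Dapk1 had -4.05 (adjusted p = 0.0092) and Mtus1 -2.23 (adjusted p = 0.023). Rasl11a had -4.41 (adjusted p = 0.048) without Cre Recurred replicate 2. In the other direction Gpr149 had 2.17 (standard error 0.65, adjusted p = 0.32), Tnnt2 2.14 (standard error 1.04, adjusted p = 0.46) and Pla2g7 1.67 (standard error 0.55, adjusted p = 0.35). Ankrd1, Parvb and Hbegf had 1.54, 1.18 and 0.98. In the whole list 8 genes were positive and 6 negative, each in the direction of its ratio in Table S1. The median was 0.61, the mean was 0, and camera's direction was down (adjusted p = 0.69, and adjusted p = 0.89 with an estimated correlation). Since the list has a lower and a higher side, these summaries of a single direction cannot decide whether it changed. The mixed test of fry, which allows both directions, gave an adjusted p of 0.031. The study chose the list on these arrays, so that result is not independent evidence. When adjusted over the list alone, 1 gene was higher and 3 were lower, which is not independent evidence, since the study chose the list on these arrays. Relative to the GFP Recurred cells, 7 genes of the list were higher and 6 lower at the study's thresholds. Of 6 measured genes of the RT-PCR panel in Fig. 4B, also chosen by the study, 1 fell and 3 were lower at the study's thresholds (median -4.10, camera adjusted p = 0.019, and adjusted p = 0.41 with an estimated correlation). With that panel adjusted over the list alone, 2 were higher and 4 lower. These results are not independent evidence either. Without Cre Recurred replicate 2 the panel was not placed apart (camera adjusted p = 0.07).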

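Relative to the GFP Naïve cells, the untreated cells with RB to which the study normalized, the signal of Rb1 itself fell in the Cre Recurred cells (log2 fold change -2.81, standard error 0.26, adjusted p = 0.026 from limma). The genes that rose included Dcaf8l (2.64), which encodes a relative of a ubiquitin ligase adaptor, Klhl30 (1.75) and the homeobox gene Onecut2 (1.28, at 1 of its probe sets and not at its brightest). Tfpi2, Tshz2 and the uncharacterized gene AW551984 fell, with log2 fold changes of -4.77, -4.66 and -6.30. At the study's thresholds 1372 probe sets differed, 438 higher and 934 lower, and at the stricter one 49, 10 higher and 39 lower. The 1372 became 502 without GFP Naïve replicate 2, 2369 without either Cre Naïve array, 218 without either GFP Recurred array, 36 without Cre Recurred replicate 1, 707 by the SAM-type statistic and 278 with a test against a fold of 1.2. The 49 became 14, 388, 3 and 0 in the same 4 cases of left-out arrays, 6 without Cre Recurred replicate 2, 91 with only the compared arrays, 103 with a trended and robust prior, 155 by the SAM-type statistic, 27 with a test against a fold of 1.2 and 18 with the block. The genes named here therefore did not pass the stricter threshold without Cre Recurred replicate 1. At most 3 of them can have passed it without either GFP Recurred array, and at most 6 without Cre Recurred replicate 2. From changes that the other populations lacked, among them falls of suppressors of transformation and changes of a cooperative transformation signature, the paper concludes that CDDP damage without RB and p53 yielded a complex program with hallmarks of a transformed phenotype.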

### RB-Deficiency Promotes Alterations in Epigenetic Programming, Resulting in Enhanced Cell Growth

To determine the underlying mechanism behind the dramatic alterations in gene expression observed in the RB-deficient p53DD, recurred cells, we first examined the locations of the gene changes across the mouse genome. 

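The probe sets that were more than 50-fold lower in the Cre Recurred than in the Cre Naïve cells belonged to few genes. They were a pair for the Wnt antagonist gene Sfrp1, 107-fold and 53.9-fold lower, 1 for the lumican gene Lum, 79.1-fold lower, 1 for Rpl39l, which encodes a ribosomal protein variant, 71.1-fold lower, and 1 without a gene symbol, 57.9-fold lower. Of these 5 probe sets, 2 passed an adjusted p under 0.05 in limma, both for Sfrp1. Rpl39l had a log2 fold change of -6.15 (standard error 0.76, adjusted p = 0.083). Relative to the GFP Naïve cells 11 probe sets were more than 50-fold lower, 1 of them without a gene symbol, 1 matching several genes and the others of 8 genes. The stricter threshold was passed by 5, of which 1 had no symbol and the others belonged to 3 genes. Sfrp2 was 115-fold lower, Rpl39l 97.7-fold, the uncharacterized gene AW551984 78.9-fold, the scavenger receptor gene Scara3 57.9-fold, the gene Clca3a1 56.4-fold and the membrane protein gene Gpm6b 56.2-fold. The number of such probe sets relative to the Cre Naïve cells was 24 without Cre Naïve replicate 2, 1 without Cre Naïve replicate 1 and 3 without Cre Recurred replicate 1. Where the Cre Recurred signal lies near the bottom of the range, a fold change of this size has no measured upper bound. This holds for Sfrp2 and Scara3, with Cre Recurred means of 3.64 and 2.7 on the log2 scale. It may also hold for Clca3a1, Rpl39l, Gpm6b and AW551984, with Cre Recurred means of 3.72, 3.81, 3.84 and 3.95. Lum had a mean of 5.44 and Sfrp1, at the probe set with the 53.9-fold fall, one of 6.26. Both means lie above the array medians of 5.37 to 5.41, so the limit was not shown for these probe sets. At the probe set of Sfrp1 with the 107-fold fall, both Cre Recurred signals lay below those medians, so that fold change may be limited too.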

The dramatic (>50 fold) down-regulation in specific genes displayed in the microarray data indicated potential deletions of chromosome regions. However, upon examining the overall distribution of gene changes across the mouse genome, it was apparent that the gene alterations were located throughout the genome and not the necessarily reflective of a localized event (Figure 4A). These data lead us to examine the possibility that epigenetic alterations were behind the dramatic gene down-regulation. 

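The 8 genes that were more than 50-fold lower in the Cre Recurred than in the GFP Naïve cells were placed on the mouse genome with the GRCm38.p6 annotation. The nearest expressed gene on each side was read in the comparison of Cre Recurred with Cre Naïve cells, in which only 3 named genes were more than 50-fold lower. Genes that were not expressed can lie between. Sfrp1 lies between Golga7, with a log2 fold change of -0.21, and Tcim, with 0.03. The nearest expressed gene on 1 side was Dcn, another small proteoglycan gene, for Lum, at -1.31 with 0 annotated genes between, Tlr2 for Sfrp2, at -1.58 with 1 between, and Clu for Scara3, at -2.93 with 1 between. For AW551984 the nearest were Clmp at -1.16 and Vwa5a at -0.89, with 45 and 51 annotated genes between, so they say little about its surroundings. Over the 16 neighbours of 8 genes the median was -0.18 (quartiles -0.96 and 0.06, range -2.93 to 0.39), and 0 passed the study's thresholds. Read over the GFP Naïve cells, a reading added after the data had been seen, the median was -0.26 (range -3.27 to 0.91), and 1 neighbour, Clmp at -1.20, was lower at the study's thresholds. At the stricter threshold, the 3 higher genes with a position lay on 2 chromosomes and the 14 lower genes on 11 of 21. No chromosome held more or fewer than the rest (Fisher's exact test, smallest adjusted p 0.21 for higher and 0.94 for lower genes), but so few genes could show only a strong unevenness. At the study's thresholds 82 genes on 19 chromosomes were higher and 215 genes on 20 were lower. Chromosome 13 held 18 lower genes among 702 (2.56% against 1.14% elsewhere, Fisher's exact test, adjusted p = 0.023). Chromosome 11 held 6 among 1443 (0.416% against 1.26%, Fisher's exact test, adjusted p = 0.023). The number of uneven chromosomes at the stricter threshold, 0, was 2 at an adjusted p under 0.25 for the genes, and 1 without Cre Naïve replicate 2 or with the replicate number as a block. Relative to the GFP Naïve cells, chromosome 8 held 32 higher genes among 932 (3.43%, Fisher's exact test, adjusted p = 1.6e-06), and chromosome 6 held fewer, 3 among 992 (0.302% against 1.25% elsewhere, Fisher's exact test, adjusted p = 0.04). Calls were uneven on more chromosomes relative to the GFP Recurred cells, a comparison added after the data had been seen. At the stricter threshold chromosome 8 held 11 higher genes among 932 (1.18% against 0.222% elsewhere, Fisher's exact test, adjusted p = 0.00066). With the study's thresholds 12 chromosomes were uneven for higher and 8 for lower genes, with 12.1% of genes higher on chromosome 8 against 4.45% elsewhere (Fisher's exact test, adjusted p = 1.4e-18) and 10.2% on chromosome 3 against 4.56% (adjusted p = 7.6e-11). Without GFP Recurred replicate 1, GFP Recurred replicate 2 or Cre Recurred replicate 1 this comparison had 0 probe sets at the stricter threshold and 346, 42 and 270 in place of 3988 at the study's. Pairs of adjacent genes that were both lower than in the Cre Naïve cells at the study's thresholds numbered 2, against a mean of 2.55 in 100000 random placements (permutation p = 0.73). Pairs of adjacent higher genes numbered 4 against 0.367 (permutation p = 0.00065, adjusted p = 0.0026 over 4 such tests). Relative to the GFP Naïve cells the lower pairs numbered 25 against 15.6 (permutation p = 0.015, adjusted p = 0.02) and the higher pairs 8 against 2.57 (permutation p = 0.0044, adjusted p = 0.0088).

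**Figure D5:**
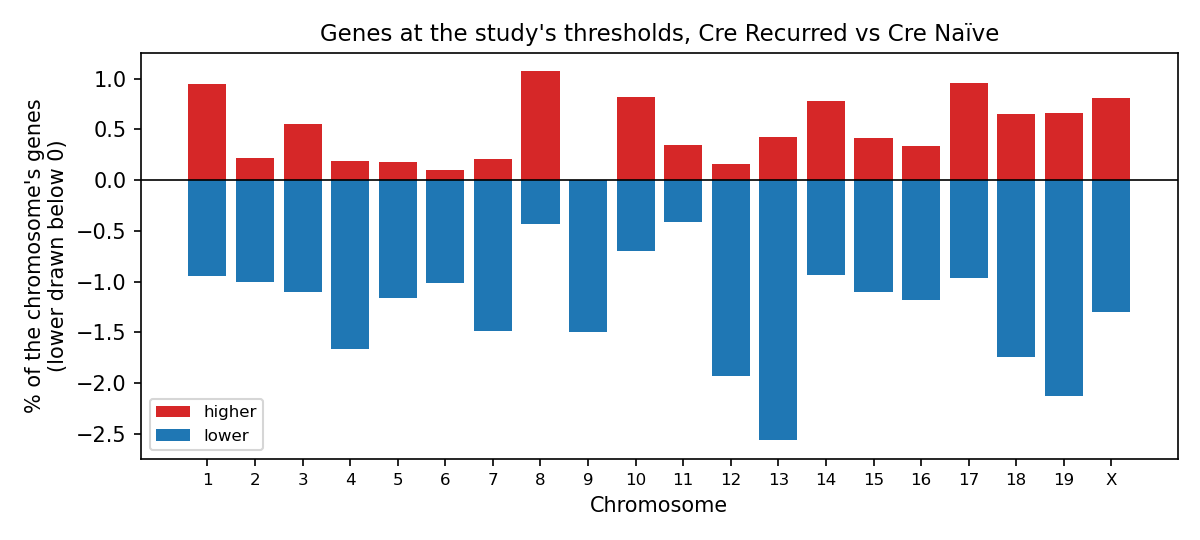
Percentage of the genes of each chromosome that were higher (red) or lower (blue, drawn below 0) in the Cre Recurred than in the Cre Naïve cells at the study's thresholds. The largest lower share is 2.56% on chromosome 13.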

In order to determine whether the changes in gene expression observed in the RB-deficient p53DD, recurred cells were the result of alterations in methylation, cells were treated with 5-aza-2′-deoxycytidine (5-aza-dC). First, RT-PCR was performed to validate the gene expression profiles of a panel of genes in each RB-proficient and RB-deficient, naïve and recurred cell population (Figure 4B, left panel). Then, the RB-deficient p53DD, recurred cells were treated with 5-aza-dC for 5 days, and gene expression was re-examined. In the panel of genes examined, 5-aza-dC treatment resulted in restoration of expression of those genes that were significantly down-regulated in the RB-deficient, recurred cell population (Figure 4B, right panel). Interestingly, genes that were up-regulated in the RB-deficient, recurred cells displayed varying responses to 5-aza-dC treatment. For example, while Gpr149 expression was sensitive to 5-aza-dC treatment, Pla2g7 expression was unaltered (Figure 4B, right panel). Taken together, these data indicate that, at least for these genes that were down-regulated in the RB-deficient p53DD, recurred cells, changes in epigenetic programming represent a key mechanism behind the altered gene expression profile observed.

**Figure 4:**
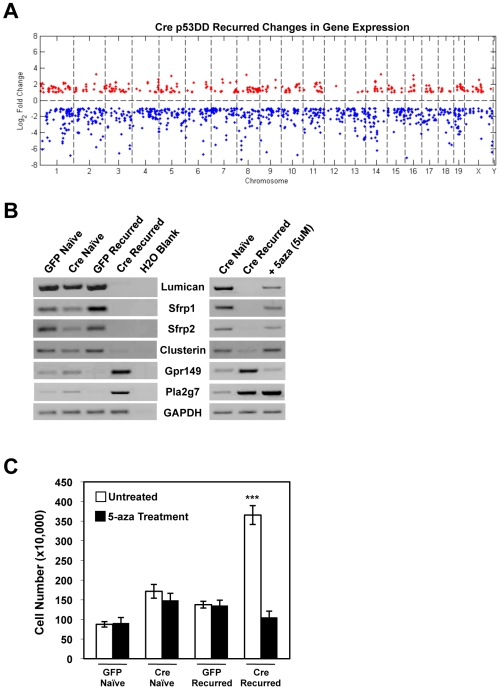
RB loss promotes alterations in epigenetic programming. (A) Gene expression data for the RB-deficient p53DD, recurred cells demonstrated by microarray analysis were mapped along the mouse genome, indicating locations of up-regulated (Red) and down-regulated (Blue) genes. (B) Cells were cultured in the absence or presence of 5-aza-dC for 5 days, and RT-PCR was carried out for the indicated genes. (C) Cells were cultured in the absence or presence of 5-aza-dC for 5 days, and viable cells were counted. ***p<0.0001.

To determine whether such epigenetic alterations were responsible for the enhanced growth characteristics of the RB-deficient p53DD, recurred cell population, cell growth was examined after 5 days of 5-aza-dC treatment. The RB-deficient, recurred cells displayed a significantly decreased growth rate as a result of 5-aza-dC treatment (Figure 4C). Furthermore, the RB-proficient, naïve and recurred cells, as well as the RB-deficient, naïve cells, were unaffected by 5-aza-dC treatment. These data indicated that the enhanced growth characteristics observed in the RB-deficient, recurred cells were the result of a dramatic deregulation of gene expression caused by alterations in epigenetic programming.

### RB-Deficiency and Response to Therapy-Induced Damage Results in a Tumorigenic Cell Population

Based on these findings, we directly interrogated the tumorigenic properties of both naïve and recurred cell populations. Initially, the overall morphology of the cells, as determined by phalloidin staining, indicated significant remodeling of actin fibers, similar to that observed in Ras-transformed cells (Figure 5A). To further assess the potential transformation of these cells, RB-proficient and RB-deficient p53DD, naïve and recurred cells were challenged first by growth under anchorage independent conditions. The RB-deficient p53DD, recurred cells displayed a significantly enhanced growth rate in comparison to the other cell populations (Figure 5B, left panel), which was accompanied by deregulated ERK signaling, as demonstrated by increased levels of phosphorylated ERK, and an up-regulation of proliferative proteins such as cyclin D1 and cyclin A (Figure 5B, right panel). Furthermore, upon injection into the flanks of nude mice, only the RB-deficient p53DD, recurred cells were able to initiate tumor formation over the indicated time course (Figure 5C, top panel). Neither inactivation of p53 function alone, nor combined inactivation of RB and p53 resulted in tumor development. Similarly, the RB-proficient p53DD, recurred cells were incapable of forming tumors (Figure 5C, top panel). In contrast, injection of the RB-deficient p53DD, recurred cells resulted in the formation of tumors displaying significant cytological abnormalities. These tissues exhibited distinct nuclear pleomorphisms, nuclear inclusions, and high mitotic indexes, indicative of an undifferentiated sarcoma (Figure 5C, bottom panel).

**Figure 5:**
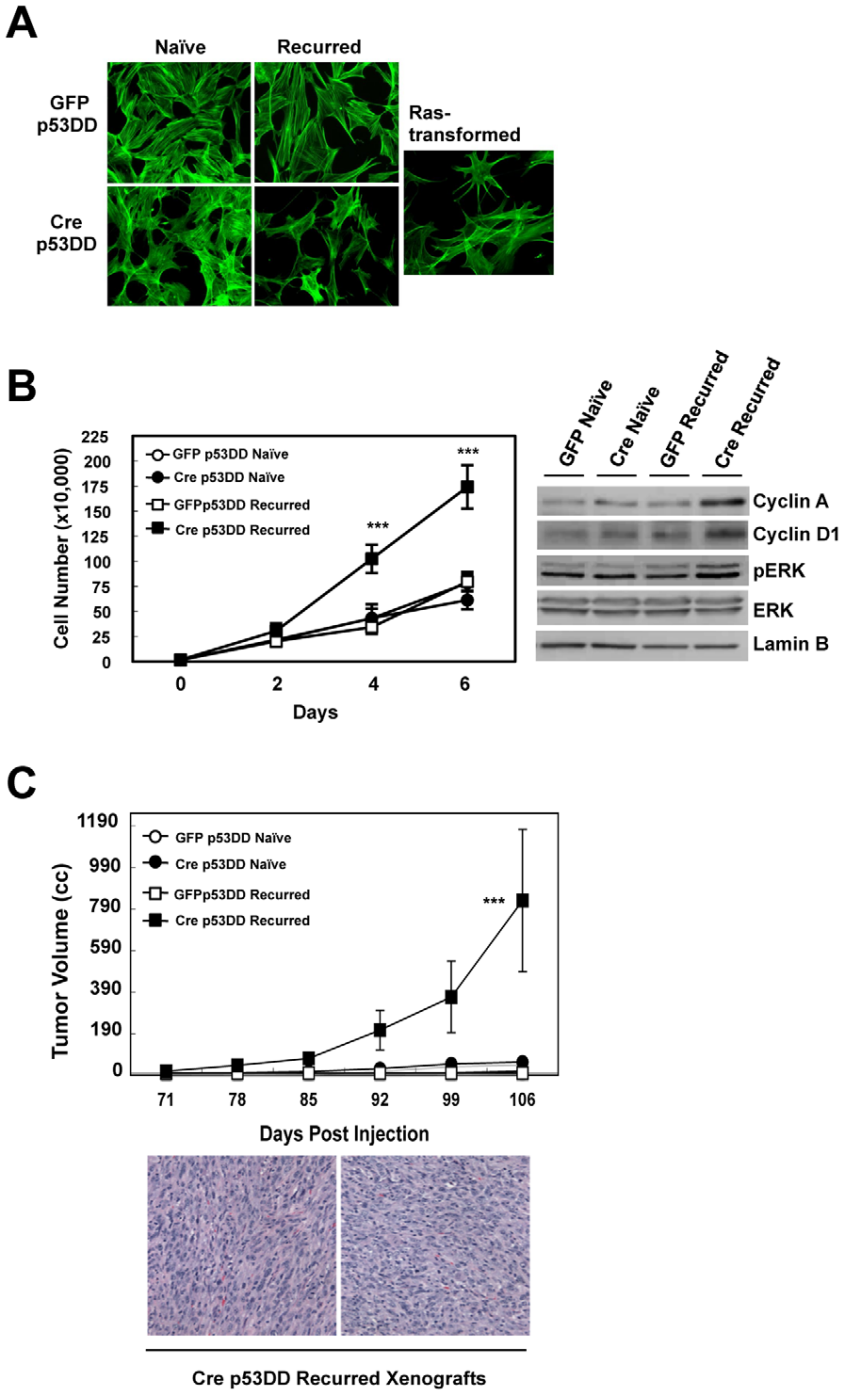
RB-deficiency and response to therapy-induced damage promotes tumorigenesis. (A) Asynchronously growing cells were stained with phalloidin. Ras transformed cells are representative of transformed morphology. (B) *Left*, cells were cultured in non-coated Petri dishes, and viable cells were counted over a course of 6 days. ***p<0.0001 *Right*, total protein lysates were immunoblotted for the indicated proteins. Lamin B served as a loading control. (C) *Top*, Cells were injected into the flanks of nude mice, and tumor volumes were measured every 7 days post-palpable tumor formation. ***p = 0.0003 *Bottom*, representative H&E stained tissue sections of Cre p53DD, recurred xenografts are shown.

Taken together, these findings indicate that RB is a critical suppressor of cellular transformation and tumorigenesis following therapy-induced damage, independent of p53 status. Furthermore, RB loss in the presence of therapy-induced damage can result in dramatic evolution of cells that can have significant impact on tumorigenesis not observed through loss of tumor suppressors alone.

### RB-Deficient Recurred Cells Display Enhanced Resistance to Discrete Therapeutic Challenges

Many cancer models have been shown to develop resistance to therapy [45]. As the loss of RB was observed to promote tumorigenesis after recovery from therapy-induced damage, the response of this cell population to subsequent treatment was evaluated. Both naïve and recurred, RB-proficient p53DD cells exhibited a significant decrease in replication upon treatment with CDDP (Figure 6A). Similar to previous results, naïve, RB-deficient cells were able to significantly bypass the DNA damage checkpoint compared to RB-proficient cells, though still displaying some sensitivity. Interestingly, RB-deficient p53DD cells that have recovered from an initial treatment of CDDP were more resistant to a second treatment, as compared to all other cell lines (Figure 6A), and the ability of the RB-deficient p53DD, recurred cell population to continue proliferating post-CDDP treatment was enhanced (Figure 6B). One potential reason for the differences in sensitivity to CDDP is related to an alteration in cellular uptake of the DNA damaging agent. As such, CDDP-adduct formation was examined within the cells by immunofluorescence. There was no significant difference in CDDP-adduct formation in any of the cell lines tested (Figure 6C). Thus, the differences in sensitivity to CDDP treatment observed between the cell lines are not due to variations in CDDP damage, but instead must be attributed to a difference in cellular response to the damage. To determine whether these findings represented a multi-drug resistance phenotype or specific resistance to CDDP, the cell populations were challenged with additional therapeutic agents. Interestingly, all cell populations displayed sensitivity to etoposide or camptothecin treatments (Figure 6D). However, RB-deficient p53DD, recurred cells displayed a resistance to mitomycin C treatment that was comparable to the CDDP resistance phenotype and not observed in any of the other cell lines (Figure 6D). Combined, these data indicate that loss of RB facilitates not only the transformed phenotype, but resistance to subsequent challenge with discrete therapeutic agents.

**Figure 6:**
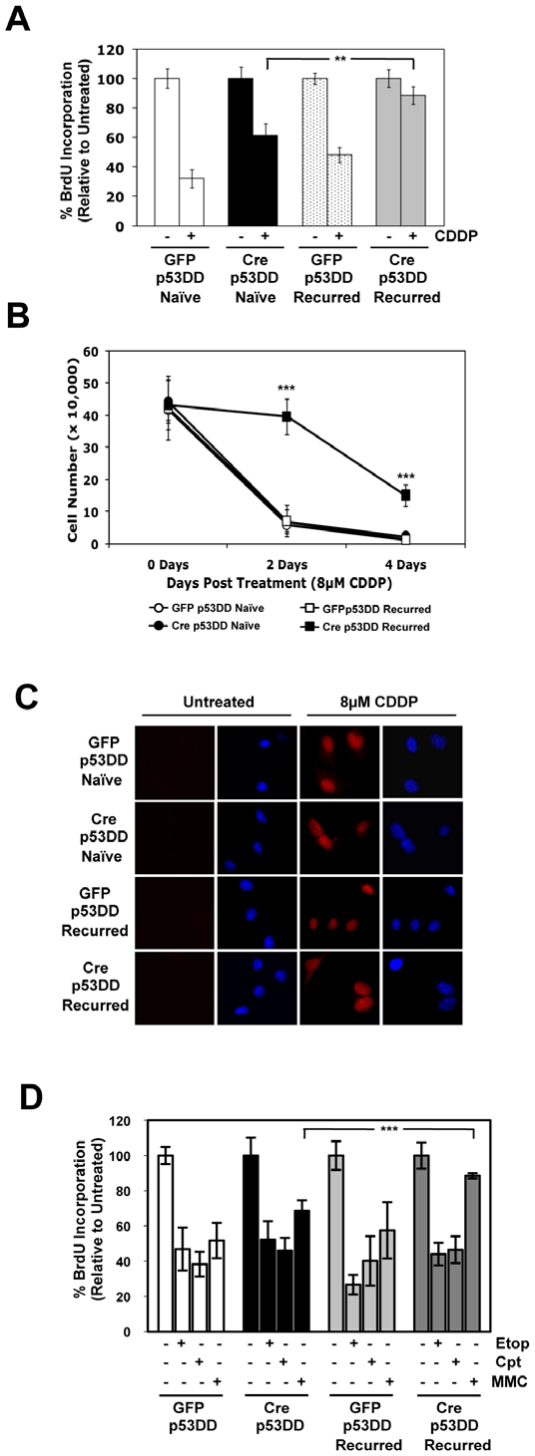
RB-deficiency promotes discrete therapeutic resistance after recovery from therapy-induced damage. (A) Cells were treated with 8 uM CDDP for 24 h, pulsed with BrdU for 1 h prior to harvesting, and processed as described in Figure 1C. Average percent BrdU incorporation relative to untreated controls is shown. **p = 0.0024 (B) Cells were treated with 8 uM CDDP for 24 h, allowed to recover in fresh media for 4 days, and viable cells were counted at indicated time points. ***p<0.0001 (C) Cells were treated with 8 uM CDDP for 24 h and stained for CDDP-adduct formation. Red, CDDP adducts; Blue, DNA stained with DAPI. (D) Cells were treated with etoposide (Etop, 1 uM), camptothecin (Cpt, 5 uM), or mitomycin C (MMC, 2 uM) for 24 h, pulsed with BrdU 1 h prior to harvesting, and processed as described in Figure 1C. Average percent BrdU incorporation relative to untreated controls is shown. ***p<0.0001.

## Discussion

Cancer is one of many diseases that arise from multiple genetic and epigenetic alterations within a cell [2], [46], [47], [48]. Here, we dissected how two commonly inactivated tumor suppressors function in the response to therapy-induced damage and examined the consequence of such challenge in terms of oncogenic behavior and therapeutic resistance.

At a molecular level, the RB and p53 pathways intersect at multiple points that have implications for the behavior of tumors harboring distinct combinations of tumor suppressor pathway aberrations [18], [20]. Critically, these tumor suppressor pathways are key modulators of stress signals and represent an important barrier to tumorigenesis. Loss of RB and p53 has lead to enhanced tumor susceptibility in various cell types and mouse models in response to DNA damaging agents, demonstrating the importance of RB and p53 in mediating cellular response to exogenous stress [49], [50], [51]. Additionally, studies examining oncogene activation have indicated that certain types of endogenous stresses are capable of inducing DNA damage and subsequent p53 inactivation [52]. Loss if p53 function in this setting leads to genomic instability, which promotes cancer development. Interestingly, inactivation of RB itself also has been shown to elicit a damage response [53]. Furthermore, there are numerous additional endogenous stress signals, including metabolic, oxidative and mitotic stresses, which are characteristic of cancers and thought to be tolerated by cancer cells through inactivation of tumor suppressor pathways [54]. Thus, tumor suppressor pathways, such as the RB and p53 pathways, are critical for mediating cellular response to both exogenous and endogenous stress signals, and inactivation of these pathways paves the way for cancer development.

As shown here, deletion of RB and targeting of p53 with a dominant-negative strategy yielded a similar effect on the expression of genes that are regulated by the E2F family of transcription factors. This result is consistent with prior studies that show similar gene expression programs are regulated by these pathways in microarray analyses [14], [55]. 

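Cdc25b, Top2a, Prc1 and Cenpf encode proteins that act in mitosis, among them a phosphatase, a topoisomerase and proteins of the spindle and the kinetochore, and H2-D1 and H2-K1 encode the class I molecules that present antigens and respond to interferon. Without CDDP, these 4 mitotic genes had log2 fold changes of 0.52, 0.48, 0.51 and 0.53 in the Cre Naïve over the GFP Naïve cells, whereas H2-D1 and H2-K1 had -1.15 and -1.13. Of 31 G2/M genes, 30 were positive with a median of 0.30 (camera adjusted p = 8.4e-09, and adjusted p = 0.81 with an estimated correlation). Of 42 interferon response genes, 39 were negative with a median of -0.40 (adjusted p = 2.8e-06, and adjusted p = 0.81 with an estimated correlation), among them Oas1a at -0.88 and Mx2 at -0.46. G1/S E2F targets had a median of 0.13 (camera adjusted p = 0.0026), genes of crosslink and nucleotide excision repair 0.11 (adjusted p = 0.032), regulators of DNA methylation and chromatin 0.08 (adjusted p = 0.042), and genes of the actin cytoskeleton 0.09 (adjusted p = 0.042), with adjusted p values of 0.81 to 0.87 with an estimated correlation. No gene of the 6 lists passed, also when adjusted over the list alone. The replicates carried these differences unevenly. Relative to the mean of all arrays, the G2/M genes had medians of -0.27 and -0.09 on the GFP Naïve arrays, -0.06 on Cre Naïve replicate 1 and 0.36 on Cre Naïve replicate 2. The interferon response genes had 0.46 and -0.21 on the GFP Naïve arrays against -0.06 and -0.49 on the Cre Naïve arrays. Without Cre Naïve replicate 2 all 6 list results were lost (camera adjusted p from 0.062 to 0.86), that of the G2/M genes with a median of 0.10 (0.062). Without GFP Naïve replicate 1 the result was lost for all lists except the G2/M genes, and the interferon response genes had a median of 0.01 (adjusted p = 0.94). The lists of repair, chromatin and actin genes also lost theirs without either Cre Recurred array (0.051 to 0.065) or without dim genes (0.064 to 0.099). The chromatin and actin genes did so without GFP Naïve replicate 2 (0.063 and 0.38), and the repair and actin genes without Cre Naïve replicate 1 (0.096 and 0.10).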

In further keeping with these results, microarray analyses carried out in cells harboring the dominant negative p53 allele indicated little effect of RB deletion on gene expression programs in the absence of extrinsic stress. While overall these findings suggest that RB and p53 function in an overlapping pathway, there was a striking dependency on RB for the cell cycle inhibitory response to cisplatin. This role for RB was evident both in the context of acute and chronic exposures, a finding that is highly reflective of studies performed in human tumor models that suggest RB status is dominant to p53 status in determining cell cycle inhibition upon exposure to genotoxic therapeutic agents [25], [26]. Importantly, in the setting of chronic, low dose cisplatin exposure, there was a dramatic reduction in E2F-regulated targets, an effect that was singularly dependent on the presence of RB. In such conditions, RB-proficient cells establish a seemingly permanent growth arrest that is indicative of cellular senescence. By employing targeted deletion of RB in these populations, it was demonstrated that loss of RB is not only necessary for the initiation of this state, but also for its maintenance. Combined, these findings indicate that even in the presence of compromised p53 function, RB plays important roles in mediating specific cellular and molecular responses to DNA damage.

The composite loss of RB and p53 function is observed in multiple settings associated with cancer. For example, DNA tumor viruses have evolved key mechanisms that abrogate both tumor suppressor pathways in the same infected cell [56]. Here we investigated the dual influence of dysregulation of these key tumor suppressors in the context of oncogenic transformation. Interestingly, although p53 plays a dominant role in proliferation, the loss of RB was able to further accelerate the proliferation of such cell populations in cell culture. In spite of this growth advantage, dual RB/p53-deficient cells are not spontaneously transformed. For example, there is minimal tumor growth from these cells in nude mouse models. Thus, the transformed phenotype is a result of additional lesions beyond loss of these tumor suppressors alone. As shown here, cisplatin-mediated DNA damage can represent a key cooperating factor leading to oncogenic transformation.

Prior studies have demonstrated that RB loss can alter DNA ploidy in the presence of DNA damage, and tetraploid p53-deficient cells can readily progress to an oncogenic phenotype [57], [58], [59], [60]. Therefore, it was surprising in our model that minimal alterations in ploidy were observed, and there was no clear evidence of gross chromosomal instability. However, microarray analyses demonstrated significant changes in gene expression, specifically in the RB-deficient cell population that had recurred following CDDP treatment. 

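Tnfrsf11b, the osteoprotegerin gene, had changes of opposite sign in the 2 genotypes. From naïve to recurred cells its log2 fold change was 2.39 in the RB-proficient and -2.12 in the RB-deficient cells. Neither passed the stricter threshold (adjusted p = 0.17 and 0.052 from limma). Its change from naïve to recurred cells was lower by 4.51 log2 units in the RB-deficient than in the RB-proficient cells (log2 difference -4.51, standard error 0.32, adjusted p = 0.056 from limma). The same difference between the changes was -3.49 for the chaperone gene Hspa1a (adjusted p = 0.091), -3.60 for Rbp4 (adjusted p = 0.18), -4.01 for Tshz2 (adjusted p = 0.17) and 3.02 for Dppa2 (adjusted p = 0.17). This interaction of RB status with recurrence is the direct test of whether a change belongs to the RB-deficient cells. It passed the study's thresholds for 180 probe sets, 70 higher and 110 lower, and the stricter threshold for 0 in limma. The unadjusted p was under 0.05 for 4656 probe sets, and the smallest adjusted p was 0.0557. No SAM-type statistic was run for it. The number at the study's thresholds was 15 without GFP Naïve replicate 1, 371 without GFP Naïve replicate 2, 1611 without Cre Naïve replicate 2, 2953 without Cre Recurred replicate 2, and 0 without GFP Recurred replicate 1, GFP Recurred replicate 2 or Cre Recurred replicate 1. It was 292 with array weights and 61 with a test against a fold of 1.2. The number at the stricter threshold was 2 without GFP Naïve replicate 2, 13 without Cre Naïve replicate 1, 206 without Cre Naïve replicate 2 and 3 without Cre Recurred replicate 2. It was 2 with array weights, 4 with a trended and robust prior or with median centring, and 3 without probe sets that can match several transcripts.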

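Targets of E2F factors in the G1/S phase, the genes that RB holds in check, were placed slightly higher in the Cre Recurred than in the Cre Naïve cells by camera at its preset correlation, and targets of p53 slightly lower, but neither with an estimated correlation (adjusted p = 0.66 and 0.41) nor by fry (adjusted p = 0.22 for both). No gene of either list rose or fell. Gins1, a subunit of the replicative helicase complex, had a log2 fold change of 0.68 (adjusted p = 0.22 from limma), and Mybl2, Msh6 and Cdt1 had 0.84, 0.55 and 0.48. Tyms and Lig1, also replication genes, went the other way, with -0.54 and -0.44. Among p53 targets Trp53inp1 had -1.89 (adjusted p = 0.25), and the death receptor genes Fas and Tnfrsf10b had -1.35 and 0.50. Of 45 G1/S E2F targets 35 were positive, with a median of 0.19 (camera adjusted p = 0.018). Of these genes 1 was higher at the study's thresholds, and 0 passed when adjusted over the list alone. The list's adjusted p was 0.067 without Cre Naïve replicate 1 and 0.22 without Cre Recurred replicate 1. Of 36 p53 targets 27 were negative, with a median of -0.24 (camera adjusted p = 0.011). At either threshold 0 passed, as when adjusted over the list alone. The adjusted p of this list was 0.079 without Cre Naïve replicate 2 and 0.095 without dim genes. The genes that the study measured as proteins or transcripts elsewhere had Cre Recurred over Cre Naïve log2 fold changes of 0.02 for Mcm7 (standard error 0.15), 0.22 for Pcna (standard error 0.14), 0.35 for Ccna2 (standard error 0.24), 0.67 for Ccnd1 (standard error 0.23) and -0.28 for Cdkn1a (standard error 0.41), none of which passed. A list of 43 genes of crosslink and nucleotide excision repair had a median of 0.06 (camera adjusted p = 0.62). All arrays came from cells with p53DD, so no array shows p53 targets with intact p53, and none was taken during the treatment. Relative to the mean of all arrays, the p53 targets had medians of 0.02 and 0.19 on the Cre Naïve arrays and of -0.11 and -0.05 on the Cre Recurred arrays.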

Interestingly, these genes are neither directly regulated by p53 or RB/E2F, nor are they direct targets of acute DNA damage. Rather, a number of genes in this complex program corresponded to previously published “cooperation response genes” involved in a cooperative transformation process involving p53 [44]. Furthermore, there was dramatic down-regulation of a number of genes previously shown to be involved in suppressing tumorigenesis in various models [39], [40], [41], [42], [43]. This down-regulation was the result of alterations in the epigenetic programming of the cells, indicating that cooperative inactivation of the RB and p53 pathways can lead to modifications in epigenetic signaling. Taken together, these data suggest that the composite inactivation of RB and p53 has a profound impact on the response to genotoxic insult, enabling a genetic rewiring that is indicative of cellular transformation. In keeping with this concept, specifically RB-deficient, recurred cells exhibited a transformed phenotype and were tumorigenic in immune compromised mice.

Prior studies have implicated RB as playing a complex role in the response to chemotherapeutic agents [8], [25], [26], [27]. Upon exposure to cytotoxic agents, RB loss is associated with a predilection toward increased apoptotic death at a cellular level and enhanced sensitivity in specific xenograft models [25], [26], [27], [35]. In fact, even in the presence of compromised p53 function, an initial sensitivity to the cytotoxic effects of cisplatin in cells lacking RB was observed. However, under the low/clinically relevant doses utilized herein, viable cells uniformly escaped this treatment. We believe that this is significant, as recurrence following treatment with conventional cytotoxic chemotherapies is a well-established clinical problem. A striking characteristic of RB-deficient cells in response to CDDP is their failure to undergo a senescent-like cell cycle arrest. This finding has implications for therapeutic response, wherein the establishment of senescence has been associated with improved response to therapeutic approaches [61], and suggests that somatic loss of RB in tumors could contribute to ultimate tumorigenic outgrowth of the cell population. Importantly, it has been observed that Rb gene dosage has a significant impact on susceptibility to secondary malignancies induced by DNA damage (i.e. ionizing radiation) [30]. Thus, this pathway could also be relevant in the context of therapy-induced malignancies. Tumors that recur post-therapy are often exceedingly aggressive and resistant to subsequent therapeutic interventions. As shown here, the oncogenic behavior of cells lacking RB was particularly aggressive and exhibited resistance to subsequent rounds of cisplatin and mitomycin C treatment, but not treatment with etoposide or camptothecin. Thus, RB status could be an important determinant in directing treatment regimens for both primary and recurred malignancies.

Combined, these findings indicate that RB-deficient tumors are prone to significant evolution during therapeutic challenge, and reveal an additional mechanism by which RB loss promotes disease progression. Further studies investigating the impact of distinct environmental and therapeutic stresses on tumor suppressor pathways are beginning to reveal key facets of both tumor etiology and treatment response. Such analyses hold the promise of understanding both mechanisms to limit cancer progression and to more effectively intercede in clinical treatment.

## Supporting Information

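Table S1 lists 2972 entries, each with a probe set identifier, a gene symbol and a ratio, and among its genes are Sfrp1, Lum, Sfrp2 and Clu with ratios below 1. The ratios run from 0.00603 to 9.58, with 1804 below 1 and 1168 above 1 and none within 1.5-fold of 1. What the ratio divides was worked out from the deposited signals after the table had been seen. The mean linear signal of the Cre Recurred arrays over that of the 6 other arrays, matched by gene symbol, came within 1% of the table's ratio for 2098 of 2127 entries (98.6%). The ratio to the Cre Naïve arrays did so for 153 entries and the ratio to the GFP Naïve arrays for 181. Matched by probe set identifier in place of the symbol, 96 entries came within 1% for the 6 other arrays and 71 for the Cre Naïve arrays. Of 2622 entries whose identifier carries 1 symbol in the array annotation, 2 carry the symbol printed beside it, so the symbols were used to read the table. At 2-fold or more the table holds 1176 entries, 863 lower and 313 higher. In the deposited signals 3742 probe sets differ by 1.5-fold or more in this ratio and 1457 by 2-fold or more, and limma called 2890 at the study's thresholds (998 higher, 1892 lower) when the Cre Recurred arrays were compared with the 6 other arrays, a comparison added after the table had been seen.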

Table S1 Supporting Information Table S1
(2.34 MB DOC) Click here for additional data file.

# Supplementary material for: Differential Impact of Tumor Suppressor Pathways on DNA Damage Response and Therapy-Induced Transformation in a Mouse Primary Cell Model
**Source:** PLoS One. 2010 Jan 1;5(1):e8558. doi: 10.1371/journal.pone.0008558
**Supplement:** Table S1 — Supporting Information Table S1 (2.34 MB DOC)

**Table S1**

Probe Set: Gene Symbol: Fold-change:

How the deposited data were processed for this re-analysis (not part of the article)

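RNA from 4 populations of mouse adult fibroblasts with p53DD (GFP Naïve, Cre Naïve, GFP Recurred and Cre Recurred) had been hybridized to Affymetrix Mouse Genome 430 2.0 arrays, 2 arrays per population and 8 in all. The authors deposited log2 signals made with the Robust Multichip Average (RMA), which corrects for background, normalizes quantiles across arrays and summarises the probes of each probe set. The RMA software and its version are not named in the paper's text. The log2 scale was checked on the values, whose array medians ran from 5.37 to 5.41. No array was left out. The probe-level files were not used here.

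Of 45101 probe sets, 64 control probe sets were left out and 45037 were tested. Gene symbols came from the array annotation, by which 34945 probe sets carried 1 symbol, 932 several and 9160 none, giving 18193 genes. Chromosomes and gene order came from the GRCm38.p6 annotation, in which 34741 probe sets were found by Entrez ID and 18030 genes had a chromosome. The genome of the mice was not needed for any value. Genes without a probe set under their symbol are given no value.

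The comparisons were fitted with limma 3.58.1 in R 4.3.3, with 1 mean per population and no further term. The residual degrees of freedom were 4 and the prior ones 3.07, with a prior standard deviation of 0.166. Adjusted p values are Benjamini-Hochberg values over 45037 probe sets. The thresholds were the study's (1.5-fold and an adjusted p under 0.25, for an FDR under 25%) and a stricter one (1.5-fold and an adjusted p under 0.05). Alternatives were array weights (statmod 1.5.0), a trended and robust prior, treat at 1.2-fold, a SAM-type statistic written in R after the method the study names, cyclic loess, median centring, a fit of the compared arrays only, the replicate number as a block, leaving out each array in turn, the 22518 probe sets with a mean above the median, and the 40508 probe sets without the suffixes that mark probes shared between transcripts. The SAM-type statistic was not run for the interaction of RB status with recurrence. Array weights came out equal within each population, so they could not lower the weight of a single array. With an array left out, the lone array of its population is assumed to vary like the others. All of these were chosen before the data were examined, as were the 35 gene lists. The comparisons of Cre Recurred with GFP Recurred cells and with the 6 other arrays were added afterwards.

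For the lists, each gene was represented by its probe set with the highest mean. The 34 lists with at least 3 measured genes were tested with camera at its preset correlation of 0.01, with camera at an estimated correlation and with fry, and adjusted over the lists. Of the lists, 3 hold genes that the study shows in Fig. 3C and Fig. 4B.

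The genes named in the text were chosen by a rule written before the deposited values were examined. They are the genes that the paper names for these arrays, the genes with the largest changes past the stricter threshold whose arrays do not overlap, and up to 4 genes of each list with the smallest adjusted p. The values of Table S1 and Fig. 3C had been seen before the rule was written. By this rule 24 paper genes with a probe set, 24 genes with large changes and 330 list members were taken, 359 genes in all with 3 chosen after their values were seen (Hspa1a, Dnaja4 and Hspb1, of which the first 2 also met the rule). Thsd4, Mbnl3 and Gata2 were named after their values were seen as well.

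Chromosomes were compared with Fisher's exact test per chromosome, separately for higher and lower genes and adjusted over chromosomes. Pairs of adjacent called genes were compared with 100000 random placements of the calls. For the shift of a chromosome, the median log2 difference of its expressed genes was compared with those of 10000 random sets of genes. The fits and the lists were tested on simulated data with known differences before use. Figures were drawn with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9. The number of arrays limits the precision of every comparison.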

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

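Of the tests in this part, those of a mixture and of degraded RNA on Cre Naïve replicate 2, that of random sets of genes, both tests of chromosome 8, the readings of neighbours over GFP Naïve cells, within 5 annotated genes and beside the fall of the gene, and the comparison of Cre Recurred with GFP Recurred cells were chosen only after the result was seen.

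The change from naïve to recurred cells differed between the RB-deficient and the RB-proficient cells for 180 probe sets at the study's thresholds, by the interaction term in limma. By the same term, camera placed 9 lists apart that were not chosen by the study. For the G1/S E2F targets the change from naïve to recurred was higher in the RB-deficient cells, with a median log2 difference between the changes of 0.30 (adjusted p = 0.0011). The median change was 0.19 in the RB-deficient and -0.12 in the RB-proficient cells. The lower lists were the matrix glycoproteins and crosslinkers (-0.83, adjusted p = 1.7e-05), the secreted inflammatory factors (-0.71, adjusted p = 1.7e-05), the small leucine-rich proteoglycans (-0.83, adjusted p = 0.00068), the fibroblast markers (-0.84, adjusted p = 0.00085), the matrix metalloproteinases and inhibitors (-0.47, adjusted p = 0.0022), the interferon response genes (-0.43, adjusted p = 0.0092), the collagens (-0.37, adjusted p = 0.025) and the imprinted genes (-0.23, adjusted p = 0.044). With an estimated correlation the adjusted p lay between 0.35 and 0.81 for all 9 lists. The results of the matrix glycoproteins, secreted factors, proteoglycans and fibroblast markers passed in camera at the preset correlation whichever array was left out. Without GFP Naïve replicate 2 those of the E2F targets (adjusted p = 0.051), the metalloproteinases (0.084), the collagens (0.12), the imprinted genes (0.32) and the interferon response genes (0.82) did not pass. The collagens also failed without Cre Naïve replicate 2 (0.22), GFP Recurred replicate 2 (0.16) or Cre Recurred replicate 1 (0.16). The interferon response genes failed without Cre Naïve replicate 1 (0.54), GFP Recurred replicate 2 (0.28) or Cre Recurred replicate 2 (0.19), and the imprinted genes without Cre Naïve replicate 1 (0.23), GFP Recurred replicate 1 (0.09), GFP Recurred replicate 2 (0.055) or Cre Recurred replicate 2 (0.15).

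The paper does not report a comparison of the Cre Recurred with the GFP Recurred cells, in which the expression of 325 probe sets differed at an adjusted p under 0.05 (99 higher and 226 lower). At the study's thresholds there were 3988, 1836 higher and 2152 lower. The stricter count was 0 without GFP Recurred replicate 1, GFP Recurred replicate 2 or Cre Recurred replicate 1 and 1070 without either Cre Naïve array. The study's count was 346, 42 and 270 without the first 3 of these.

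The paper plots its significant probe sets along the chromosomes. The median of all expressed genes of a chromosome, which it does not report, was shifted in the Cre Recurred cells relative to the GFP arrays. The median log2 difference was 0.28 over 456 expressed genes of chromosome 3 and 0.22 over those of chromosome 8, with 77% and 75.6% of genes above. Chromosomes 17, 10 and 13 had 0.16, 0.14 and -0.14.

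The first pattern weighed is that Cre Naïve replicate 2 lay between the other naïve arrays and the Cre Recurred arrays. The 804 probe sets lower in Cre Recurred cells stood 54.4% of the way and the 353 higher ones 53.7% on the log2 scale. A mixture with Cre Recurred RNA would need 1 share on the linear scale, but the higher genes imply 41.7% (38 to 47.8) and the lower genes 73.6% (70.8 to 75.6). Degraded RNA stays open, since the controls do not decide it. The difference between 3' and 5' signals of the actin control was 0.88 on Cre Naïve replicate 2, the highest of the 8 arrays. That of the Gapdh control was 0.36, as on GFP Naïve replicate 1 and below the 0.40 of GFP Recurred replicate 2. The latter arrays had 0.77 and 0.79 for actin. The lower genes stood 8.8% and -7.18% of the way on them and the higher genes 15.1% and -10.8%. The GFP arrays as a group lie around 0 on this scale, so these positions cannot show what degraded RNA does. No other array reached 0.88, so an effect of that excess was not tested. The actin mean of 0.54 on the Cre Recurred arrays (0.49 and 0.59) lay within the 0.42 to 0.79 of the GFP arrays. Rb1 was low on both Cre Naïve arrays, and a difference between independently made RB-deficient populations and a wrong label among the Cre arrays stay open, neither of them tested here. The paper states that RT-PCR of a panel of genes was carried out in each of the populations to check the profiles, which bears on the populations and not on a single array.

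The second pattern is the shift of whole chromosomes. A few strongly changed genes do not account for it, since chromosome 3 kept 0.22 without its 100 called genes and chromosome 8 kept 0.17 without its 121. On chromosome 3 neither does 1 part of the chromosome, since the smallest median of its 3 parts was 0.25 (95% bootstrap interval 0.20 to 0.31). On chromosome 8 this stays open, since its parts had 0.08 (0.01 to 0.14), 0.29 and 0.30, so that most of the shift lay in 2 of them. The parts of chromosome 7 went both ways, with -0.29, 0.23 and -0.23. Of 160 shifts of 1 chromosome on 1 array, 81 lay beyond all 10000 random sets of genes, on 18 chromosomes and on every array. Each shift is relative to the mean of all arrays, so a shift on some arrays pushes the others the opposite way. The 81 are therefore not independent. On chromosome 6, though, GFP Naïve replicate 1 had -0.17 while the Cre Recurred arrays had -0.03 and -0.04. Such shifts were thus not limited to the Cre Recurred arrays. Random sets ignore that neighbouring genes may share regulation. Relative to the mean of all arrays, the shift of chromosome 3 was 0.19 and 0.15 on the Cre Recurred arrays. It was 0.15 on Cre Naïve replicate 2, but -0.07 on Cre Naïve replicate 1 and -0.05 and -0.13 on the GFP Naïve arrays. Whether untreated cells had the shift thus rests on 1 array, for which a wrong label stays open. Chromosome 8 had 0.14 and 0.15 on the Cre Recurred arrays and -0.03 on both Cre Naïve arrays. A gain of chromosome 3, or of parts of chromosome 8, in some of the cells and shared regulation along a chromosome stay open. Beside this stand the paper's statements that ploidy changed little and that gross instability of chromosomes was not clearly evident.

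The third pattern is the falls of more than 50-fold. Loss of a segment that holds the gene and its nearest expressed genes is argued against for the 8 genes as a set, but only with all 16 neighbours over Cre Naïve cells. The bound set before the data were examined, a median above -0.5 with quartiles above -1, was met by the 16 neighbours in Cre Recurred over Cre Naïve cells (median log2 fold change -0.18, quartiles -0.96 and 0.06, lowest -2.93). Over GFP Naïve cells, the comparison in which the genes were chosen, the median was -0.26 with quartiles of -1 and 0.33, so the lower quartile lay at the bound. The lower quartile of the 9 neighbours within 5 annotated genes was -1.31 over Cre Naïve and -1.27 over GFP Naïve cells, which does not meet the bound. A loss behind such a fall would lower the neighbour about as far as the gene. For Lum, Sfrp2 and AW551984, which had a neighbour at or below -1 on 1 side, a loss reaching it is argued against, since that neighbour showed at most 30% of the log2 fall of the gene in either comparison (41.3% with 1 standard error added). For Scara3 it stays open on the arrays, since Clu showed 55.8% of its fall (standard error 1.01 for Clu). The neighbours of AW551984 lie far off, so a shorter loss there is not covered. Clusters of neighbouring genes stay open. Lower genes over Cre Naïve cells at the study's thresholds showed no excess, with 2 adjacent pairs against a mean of 2.55 at random (permutation p = 0.73). The 95th percentile at random was 5, so weak clustering could not be seen. Relative to the GFP Naïve cells adjacent lower pairs were more frequent than at random, 25 against 15.6, so clusters may hold for part of the genes there. Adjacent higher pairs were more frequent over Cre Naïve cells (4 against 0.367) and over GFP Naïve cells (8 against 2.57). Losses of single genes, changes of promoters and selection of a rare cell were not tested on the arrays. The paper states that 5-aza-dC restored the expression of the lower genes of its RT-PCR panel, to which Clu belongs. This speaks against a loss of those genes from all cells, and so against a loss beside Scara3 that reaches Clu in all cells.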

How the results depend on the processing

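Added after the data had been seen were the comparisons of Cre Recurred with GFP Recurred cells and with the 6 other arrays, and the matching of Table S1 to the latter. Alternatives were run for 19 counts. Of the values they gave, 151 stayed within 1.5 times the main count and 104 did not. For single genes and lists, 1596 alternative values stayed on their side of the threshold, 360 fell short of it, 14 newly passed it and 3 reversed. Changes of sign where neither value passed are not all among the 3. That of the dimmer Rb1 probe set in Cre Naïve over GFP Naïve cells is not.

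Of the 3 reversed values, 1 is a change of camera's direction only: for the interferon response genes in GFP Recurred over GFP Naïve cells without GFP Naïve replicate 2, the median shrank from 0.33 to 0.01 without a change of sign (0.01 to 0.80 over the arrays left out, camera adjusted p = 0.96). The others are of 1 further probe set of 2210016F16Rik, with 0.25 over Cre Naïve and 0.32 over GFP Naïve cells where the main values were negative. The cause was not tested.

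The fit of only the compared arrays, with fewer residual degrees of freedom, gave 55 probe sets at the study's thresholds and 0 at the stricter one for Cre Recurred over Cre Naïve cells (main 524 and 24), and 91 at the stricter one over GFP Naïve cells (main 49). Array weights gave 303 at the study's thresholds for Cre Recurred over Cre Naïve cells, 11 for GFP Recurred over GFP Naïve cells (main 6) and 292 for the interaction (main 180), with 2 at the stricter one (main 0). The weights were equal within each population, so these counts do not show what a discordant array contributes. A trended and robust prior gave stricter counts of 1 for GFP Recurred over GFP Naïve cells (main 0), 40 and 103 for Cre Recurred over Cre Naïve and GFP Naïve cells, and 4 for the interaction.

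The SAM-type statistic gave 379 at the study's thresholds and 9 at the stricter one for GFP Recurred over GFP Naïve cells, and 125 at the study's thresholds for Cre Recurred over Cre Naïve cells. Over GFP Naïve cells it gave 707 and 155 (main 1372 and 49), over GFP Recurred cells 2205 at the stricter one (main 325) and over the 6 other arrays 2300 (main 619). Treat at 1.2-fold, a stricter null by construction, gave 1 for GFP Recurred over GFP Naïve cells, 114 for Cre Recurred over Cre Naïve cells, 278 and 27 over GFP Naïve cells and 61 for the interaction. Median centring gave a stricter count of 4 for the interaction and the filter on shared probes 3, and without dim probe sets the GFP Recurred over GFP Naïve count was 0 at the study's thresholds. For Cre Recurred over Cre Naïve cells at the study's thresholds, median centring gave 166 higher and 392 lower, cyclic loess 123 and 328, and the fit without dim probe sets 86 and 340, against 175 and 349. The cause was not tested.

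The replicate number as a block moved the GFP Recurred over GFP Naïve count to 0 at the study's thresholds. The stricter counts of Cre Recurred cells moved to 15 over Cre Naïve, 18 over GFP Naïve and 150 over GFP Recurred cells, the genes counted as risen or fallen among those named to 7 (main 13), and the uneven chromosomes to 1 (main 0). The paper's text does not say that replicates of 1 number were made together. The correlations of residuals between populations under this pairing were 0.13, -0.031, -0.25, 0.24, 0.041 and 0.31, so the block is not known to pair anything, and calls lost with it need not be weaker.

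For gene lists, an estimated correlation left 0 of 8 list calls, and fry called 1 list, which is not among the 8. With genes called at an adjusted p under 0.25 the uneven chromosomes numbered 2. Over GFP Naïve cells 11 probe sets were more than 50-fold lower (main 5). Entries of Table S1 within 1% of the ratio of Cre Recurred to Cre Naïve cells numbered 71 by probe set (main) and 153 by symbol, and for other ratios 9 (Cre Naïve over GFP Naïve), 4 (GFP Recurred over GFP Naïve), 1 (GFP Recurred over Cre Naïve) and 2098 (6 other arrays, by symbol).

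With each array left out in turn, at the study's thresholds the ranges were 0 to 275 for Cre Naïve over GFP Naïve cells, 1 to 172 for GFP Recurred over GFP Naïve cells, 19 to 2895 for Cre Recurred over Cre Naïve cells, 36 to 2369 over GFP Naïve cells, 42 to 4985 over GFP Recurred cells and 0 to 2953 for the interaction. At the stricter threshold they were, in the same order, 0 to 2, 0 to 3, 0 to 279, 0 to 388, 0 to 1070 and 0 to 206. For Cre Recurred over Cre Naïve cells the lowest study count came without Cre Recurred replicate 1 and the highest without Cre Naïve replicate 2. The number of probe sets more than 50-fold lower ran from 1 to 24, the named genes called from 0 to 17, the lists called from 6 to 11 and the uneven chromosomes from 0 to 1. By construction a left-out array also changes the spread that all populations share, so counts moved in comparisons without that array, to 218 without either GFP Recurred array and to 2369 without either Cre Naïve array for Cre Recurred over GFP Naïve cells. For the other changes the cause was not tested. Arrays give no depth, and genes near the bottom of the signal range, such as Sfrp2 in Cre Recurred cells, have a fold change limited by it.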

Differences from the paper's values

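The paper gives 1176 significant probe sets at 1.5-fold and an FDR under 25%. For Cre Recurred over Cre Naïve cells limma gave 524 at these thresholds. All alternatives set before the data were examined also differ from the paper's 1176 in this comparison, from 19 without Cre Recurred replicate 1 to 2895 without Cre Naïve replicate 2. The SAM-type statistic, the kind of test the paper names, gave 125. Over GFP Naïve cells, to which the paper says it normalized, limma gave 1372, which is within 1.5 times of the paper's value, as were the counts under the other settings except the SAM-type statistic (707), treat at 1.2-fold (278), and the fits without GFP Naïve replicate 2 (502), without either Cre Naïve array (2369), without either GFP Recurred array (218) and without Cre Recurred replicate 1 (36). In Table S1 itself, the entries at 2-fold or more number 1176, a count made after the table had been seen and at another threshold than the one the paper states. The ratio of Cre Recurred to the 6 other arrays matched 2098 of its 2127 entries with a symbol on the array. The 524 and 1372 therefore belong to other comparisons than the table's. In the ratio to those 6 arrays, without a test, 1457 probe sets differed by 2-fold or more.

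For Prkg1 the log2 of the paper's ratio in Table S1 is -1.32, and the log2 fold change of Cre Recurred over Cre Naïve cells was -1.51. It was -1.51 as a ratio of mean linear signals too, and over GFP Naïve cells it was -1.46, which does not differ by more than the spread. Over the 6 other arrays, a ratio chosen after seeing the values, it was -1.32.

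For Rb1 the log2 of the paper's ratio in Table S1 is -2.62, and the log2 fold change of Cre Recurred over Cre Naïve cells was -0.75, also as a ratio of mean linear signals. Over GFP Naïve cells it was -2.81, which does not differ by more than the spread. Over the 6 other arrays, again a ratio chosen after seeing the values, it was -2.62. That ratio came within 1% of the table for 2098 of the 2127 entries with a symbol on the array.

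For genes with several probe sets, the comparison with Table S1 uses the probe set with the largest difference, a choice made after the outcome with the brightest probe set had been seen. With the brightest probe set Sfrp1 had -5.75, Clu -2.93 and Ccna2 0.35, and these 3 genes would then differ from the table.

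The paper's bars were about 110 for Sfrp1, about 100 for Lum, about 72 for Sfrp2 and about 30 for Clu in Fig. 3C, read by eye, as fold changes below the control. The fold changes of Cre Recurred over Cre Naïve cells here, 107, 79.1, 38.4 and 17.9, do not differ from these beyond the spread between arrays. The legend of Fig. 3C says that the data were normalized to the GFP Naïve cells, another control than the Cre Naïve cells used here. Over the GFP Naïve cells the fold changes were 137, 73.8, 115 and 22.6, and as ratios of mean linear signals over the Cre Naïve cells they were 117, 102, 74.9 and 30.5.

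The paper counts suppressors of transformation, with Clu among those it shows, as significantly changed. For the cooperative transformation signature it reports changes that match it, without stating that each of these genes was significant. All 4 suppressors and 14 measured signature genes were compared at the study's thresholds. Over Cre Naïve cells, 3 of the 4 suppressors and 1 of the 14 signature genes (Prkg1) passed, and over GFP Naïve cells 3 and 4 (Prkg1, Dapk1, Rasl11a and Pla2g7). Over GFP Recurred cells, a comparison added after the data had been seen, all 4 suppressors and 13 of the 14 passed, all except Hbegf. Over Cre Naïve cells without Cre Naïve replicate 2, Clu, Dapk1, Mtus1, Abat, Gpr149, Pla2g7, Ank, Parvb and Tnnt2 passed as well, and without Cre Recurred replicate 2 Rasl11a, Fas and Gpr149 did.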

Other observations

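Of the values in this part, the comparison with GFP Recurred cells and the chaperone genes were chosen only after the data had been seen. A few heat shock genes were lower in the Cre Recurred cells. No list of chaperones was tested as a group, and Hspa8, which encodes an abundant member of the HSP70 family, had a log2 fold change of 0.07 over Cre Naïve cells (adjusted p = 0.84). Hspa1a, which encodes an inducible HSP70, had log2 signals from 7.99 to 8.72 on the 6 other arrays and of 4.64 and 4.88 on the Cre Recurred arrays (log2 fold change -3.48 over Cre Naïve cells, standard error 0.22, adjusted p = 0.012 from limma). Dnaja4, which encodes a partner of HSP70, had -2.71 and -2.30 at a pair of probe sets (adjusted p = 0.012 and 0.029), while another probe set had -0.88 (adjusted p = 0.29). Hspb1, the gene of HSP27, had -1.01 over Cre Naïve cells (adjusted p = 0.095) and fell over GFP Naïve cells (-1.36, adjusted p = 0.031). The calls of Hspa1a and Dnaja4 were lost without GFP Recurred replicate 1 or GFP Recurred replicate 2 (adjusted p = 0.078) or without Cre Recurred replicate 1 (0.14), and that of Dnaja4 also without Cre Recurred replicate 2 (0.056). Whether this reflects a loss of heat shock factor activity was not tested.

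Between the populations that had both come through CDDP, 4 of 40 secreted inflammatory factors fell in the Cre Recurred relative to the GFP Recurred cells, while 11 were positive. At the study's thresholds 17 were lower and 1 was higher (median -0.62, camera adjusted p = 2.3e-07, and 0.33 with an estimated correlation). The chemokine genes Ccl11 (log2 fold change -6.01, adjusted p = 0.022 from limma) and Ccl8 (-3.78, adjusted p = 0.043) fell, as did Ptges, which makes prostaglandin E (-4.55, adjusted p = 0.047), and Tnfrsf11b (-3.31, adjusted p = 0.012). For Ccl11 the log2 signals were 9.65 and 10.32 in the GFP Recurred cells, 5.31 and 5.32 in the GFP Naïve cells and 3.90 and 4.04 in the Cre Recurred cells. Of 42 interferon response genes none fell and 41 were negative (median -0.70, camera adjusted p = 1.2e-08, and 0.39 with an estimated correlation), among them Irf7 at -1.97, Zbp1 at -1.93 and Dhx58 at -1.71. At the study's thresholds 10 were lower. The replicates differed: relative to the mean of all arrays, the list had medians of 0.22 and 0.78 on the GFP Recurred arrays and -0.12 and -0.38 on the Cre Recurred arrays. Camera at its preset correlation placed genes of replication and mitosis higher. Of 45 G1/S E2F targets Gins1 alone rose (1.09, adjusted p = 0.038). The median of this list was 0.33 (camera adjusted p = 2.3e-07, and 0.33 with an estimated correlation). None of the 31 G2/M genes rose (median 0.46, camera adjusted p = 6.4e-07, and 0.47 with an estimated correlation). Fry gave an adjusted p of 0.031 for the E2F targets and 0.15 for the G2/M genes. The crosslink repair genes Fanca (1.24, adjusted p = 0.027) and Fancl (1.11, adjusted p = 0.038) rose. Among genes past the stricter threshold whose arrays do not overlap, the largest rises were those of Eya1 (4.23), the protease gene Mcpt8 (4.00), Pcdh20 (3.36) and Prdm16 (3.20), and large falls were those of Rpl39l (-7.75), AW551984 (-6.92) and Scara3 (-6.67). All these calls of single genes were lost without GFP Recurred replicate 1, GFP Recurred replicate 2 or Cre Recurred replicate 1, where 0 probe sets passed the stricter threshold in limma (7558 had an unadjusted p under 0.05 with all arrays, and the SAM-type statistic called 2205). The 2 populations differ in Rb1 and in the outgrowth that followed treatment, which this comparison does not separate.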
